# ZNF281 Promotes Colon Fibroblast Activation in TGFβ1-Induced Gut Fibrosis

**DOI:** 10.3390/ijms231810261

**Published:** 2022-09-06

**Authors:** Ilaria Laudadio, Alex Bastianelli, Valerio Fulci, Claudia Carissimi, Eleonora Colantoni, Francesca Palone, Roberta Vitali, Elisa Lorefice, Salvatore Cucchiara, Anna Negroni, Laura Stronati

**Keywords:** intestinal fibrosis, Crohn’s disease, fibroblasts, ZNF281

## Abstract

Crohn’s disease (CD) and ulcerative colitis (UC) are chronic inflammatory disorders of the gastrointestinal tract. Chronic inflammation is the main factor leading to intestinal fibrosis, resulting in recurrent stenosis, especially in CD patients. Currently, the underlying molecular mechanisms of fibrosis are still unclear. ZNF281 is a zinc-finger transcriptional regulator that has been characterized as an epithelial-to-mesenchymal transition (EMT)-inducing transcription factor, suggesting its involvement in the regulation of pluripotency, stemness, and cancer. The aim of this study is to investigate in vivo and in vitro the role of ZNF281 in intestinal fibrogenesis. Intestinal fibrosis was studied in vivo in C57BL/6J mice with chronic colitis induced by two or three cycles of administration of dextran sulfate sodium (DSS). The contribution of ZNF281 to gut fibrosis was studied in vitro in the human colon fibroblast cell line CCD-18Co, activated by the pro-fibrotic cytokine TGFβ1. ZNF281 was downregulated by siRNA transfection, and RNA-sequencing was performed to identify genes regulated by TGFβ1 in activated colon fibroblasts via ZNF281. Results showed a marked increase of ZNF281 in in vivo murine fibrotic colon as well as in in vitro human colon fibroblasts activated by TGFβ1. Moreover, abrogation of ZNF281 in TGFβ1-treated fibroblasts affected the expression of genes belonging to specific pathways linked to fibroblast activation and differentiation into myofibroblasts. We demonstrated that ZNF281 is a key regulator of colon fibroblast activation and myofibroblast differentiation upon fibrotic stimuli by transcriptionally controlling extracellular matrix (ECM) composition, remodeling, and cell contraction, highlighting a new role in the onset and progression of gut fibrosis.

## 1. Introduction

Inflammatory bowel disease (IBD), subdivided into the two major entities Crohn’s disease (CD) and ulcerative colitis (UC), is a idiopathic, heterogeneous disorder characterized by a relapsing and remitting disease course due to an inappropriate immune response toward the intestinal microbiota in genetically predisposed individuals [1,2].

Epithelial barrier injury and tissue damage cause a disproportionate immune response, leading to chronic inflammation and, especially in CD patients, to excessive extracellular matrix (ECM) deposition and gut fibrosis [3]. Indeed, more than 50% of patients with CD develop a penetrating or stricturing course of disease due to fibrostenosis, of whom one-third will undergo surgical intervention [4].

Currently, the molecular mechanisms regulating fibrosis remain incompletely understood, and established targeted therapeutic strategies are still unsettled. However, most evidence indicates that gastrointestinal tract fibrosis occurs only in previously or actively inflamed regions, implying that persisting inflammation is a necessary condition for developing fibrosis. In physiological conditions, acute inflammation is normally followed by healing with tissue restoration and functional recovery; in pathological conditions, the fibrotic process is established by the persistence of the inflammatory stimulus [4,5,6,7,8,9]. Many studies have demonstrated that TGF-β stimulates the activation and proliferation of fibroblasts, resulting in extracellular matrix deposition and fibrosis in several organs, including lungs, kidneys, liver, skin, and gut [9,10,11,12,13,14]. Actually, inflammation causes the release of TGFβ, with the consequent activation of fibroblasts that differentiate into myofibroblasts, a cell type that has an intermediate phenotype between smooth muscle cells and fibroblasts. Myofibroblasts possess both contractile and migratory abilities and are responsible for the synthesis of ECM proteins [5].

Zinc-finger proteins (ZNFs) are one of the most abundant groups of proteins that have a key role in the regulation of important cellular processes. Alterations in ZNFs are involved in the development of several human diseases and in the progression of cancer, including colorectal cancer [15,16]. In particular, ZNF281, also known as ZBP-99 or ZNP-99, is a 99 kDa Krüppel-type zinc-finger transcriptional regulator that binds to GC-rich regions located in the promoters of a variety of genes, among which ornithine decarboxylase was the first target identified [17]. ZNF281 is expressed at high levels in the placenta, kidney, brain, heart, liver, and lymphocytes, whereas most other tissues display detectable albeit low ZNF281 expression [18]. ZNF281 has been characterized as an epithelial-to-mesenchymal transition (EMT)-inducing transcription factor, suggesting its involvement in the regulation of pluripotency, stemness, and cancer [19,20]. More recently, ZNF281 has emerged as a nexus of inflammatory gene programs [16]. Further, ZNF-281 has shown to be actively involved in intestinal inflammation controlling inflammatory genes, such as IL-8, IL-17, IL-23, and IL-1β. ZNF281 has also been shown to be significantly increased in the inflamed colon of patients with inflammatory bowel disease (IBD), and preliminary data have suggested its potential implication in gut fibrogenesis; however, the results are still limited and not exhaustive [21].

Here, we report findings that implicate, for the first time, ZNF281 as a direct participant in intestinal fibrogenesis. Following fibrosis induction, ZNF281 levels were significantly increased in murine fibrotic colon tissues. Further, the silencing of ZNF281 in activated colon fibroblasts showed that ZNF281 was required to activate the expression of fibrotic genes, leading to the activation of colon fibroblasts and their differentiation into myofibroblasts. Overall, our data identify ZNF281 as a new player in colon fibroblast activation upon fibrotic stimuli and provide important new insight into the molecular events that arbitrate intestinal fibrosis, opening new potential perspectives to its management.

## 2. Results

### 2.1. Zfp281/ZNF281 mRNA and Protein Expressions Are Significantly Increased from the Onset of Intestinal Fibrosis and Continue to Increase According to Its Progression

Inflammatory-derived gut fibrosis was induced by consequent treatments with two or three cycles of 2.5% DSS for 1 week, followed by 2 weeks of recovery [22], in C57BL/6J mice. Animals were sacrificed at 6 and 9 weeks to develop early and late fibrosis, respectively. The occurrence of fibrosis was observed by analyzing macroscopic (colon length and weight, animal weight), microscopic (histology, collagen fiber deposition), and molecular (Il-6, Tnfα, TGFβ1, Col3A1, Mmp9, Snail, αSma, fibronectin (Fn1), vimentin (Vim), and E-cadherin mRNA expression) parameters (Figures S1 and S2). The induction of murine early and late fibrosis, featured by an upward accumulation of ECM and an improved production of collagen, indicating the occurrence of progressive and increasingly severe colon fibrosis, served to highlight the role of ZNF281 in the development and progression of the fibrotic process. Results showed that Zfp281 (the murine orthologous gene of human ZNF281) mRNA expression was significantly increased after 6 and 9 weeks of treatment (Figure 1A). Coherently, the Zfp281 protein level was strongly upregulated already at the onset of fibrosis and increased in parallel with the progress of the severity of fibrosis for up to 9 weeks, as observed by Western blot and immunohistochemistry (Figure 1B,C and Figure S2D). This finding demonstrates that Zfp281 is altered from the very early onset of intestinal fibrosis, and its expression levels correlate with the increasing severity of fibrosis.

### 2.2. ZNF281 Silencing Significantly Decreases Fibrotic Genes αSMA, SNAIL, and FN1 in Human Colon Fibroblasts

To investigate the relationship between ZNF281 and gut fibrosis, we used CCD-18Co cells, namely, human fibroblasts isolated from normal colon tissue, since fibroblasts are the main effector cells in the development of intestinal fibrosis. CCD-18Co were exposed to TGFβ1 for 24 h to trigger fibrosis, which was confirmed by the significant increase of the pro-fibrotic gene expression of αSMA, SNAIL, FN1, and fibroblast activation protein alpha (FAP) (Figure 2A). Likewise, ZNF281 mRNA and protein levels were significantly increased (Figure 2B).

Further, a specific siRNA to knock-down ZNF281 was used. Thus, CCD-18Co cells were transfected with a negative control siRNA (siCtl) and siZNF281 and exposed to TGFβ1 (hereinafter indicated as siCtl TGFβ1 and siZNF281 TGFβ1). Next, ZNF281 mRNA and protein expressions were analyzed to confirm gene downregulation (Figure 3A,B). Interestingly, results showed that upon ZNF281 silencing, TGFβ1-mediated stimulation of αSMA, SNAIL, and FN1 mRNA expressions was partially or completely abolished. It is worth noting that the downregulation of ZNF281 in fibroblasts not activated by TGFβ1 resulted in a reduction of pro-fibrotic gene expression (Figure 3C). Overall, these data suggest that ZNF281 is able to control colon fibroblast activation upon fibrotic stimuli.

### 2.3. ZNF281 Controls the Expression of Genes Involved in Cell Migration, Differentiation, and Signal Transduction in Activated Colon Fibroblasts

In order to identify the role of ZNF281 in activated fibroblasts, differentially expressed genes (DEGs) between CCD-18Co cells exposed to TGFβ1 or not after ZNF281 silencing were determined by RNA-sequencing. 

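CCD-18Co is an established line of fibroblasts from normal human colon. Cells were transfected with 10 nM of an siRNA against ZNF281 (siZNF281) or of a negative control siRNA (siCtl), starved in 0.5% FBS, and then treated with 10 ng/mL TGFβ1 for 24 h or left untreated. This gave 4 groups (siCtl, siCtl TGFβ1, siZNF281, and siZNF281 TGFβ1) of 3 libraries each. Total RNA depleted of ribosomal RNA was made into stranded libraries and sequenced as single-end reads of 75 bp. The authors aligned the reads to the human genome with TopHat, counted them per gene with htseq-count, and deposited the raw counts of every annotated gene in each library, without normalization or a filter on genes. Between 9311393 and 13614075 reads per library were counted on genes. The median was 11844906 in siCtl, 13554728 in siCtl TGFβ1, 9390135 in siZNF281, and 10828110 in siZNF281 TGFβ1 cells. At these depths, 3 counts, taken here as the smallest detectable amount, correspond to 0.22 to 0.322 CPM (counts scaled to a common library size) depending on the library, a floor that covers counting error only. Alignments that htseq-count left out because they were not unique made up 15.4% to 26.6% of the total in the siCtl and siCtl TGFβ1 libraries and 22.9% to 36.7% in the siZNF281 and siZNF281 TGFβ1 libraries. Counts were normalized here with edgeR's TMM method, and the 12 libraries were fitted together with edgeR's quasi-likelihood model over the 14537 genes that passed edgeR's filter on low counts. Genes were called differentially expressed at the paper's thresholds, a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 1. Each standard error (SE) is the absolute log2 fold change divided by the square root of the F statistic. The deviations of libraries from their group means were more alike between libraries with the same replicate number (mean correlation across genes of 0.154 over 18 pairs) than between the others (-0.0772 over 36 pairs). Numbers of differentially expressed genes are therefore also given from a model with the replicate number as a factor.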

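ZNF281 (ENSG00000162702) lies on chromosome 1 of hg38 from 200404940 to 200410056 and encodes a zinc finger transcription factor. Its mRNA was present at 51.8 ± 8.89 CPM (SD, n = 3) in siCtl, 116.1 ± 17.6 CPM (SD, n = 3) in siCtl TGFβ1, 20.7 ± 6.55 CPM (SD, n = 3) in siZNF281, and 34.2 ± 4.195 CPM (SD, n = 3) in siZNF281 TGFβ1 cells. TGFβ1 raised it in siCtl cells by a log2 fold change of 1.17 (SE 0.17, adjusted p = 3.08e-05 from edgeR's quasi-likelihood test). siZNF281 lowered it, with a log2 fold change of -1.31 in untreated cells (SE 0.18, adjusted p = 1.06e-05) and -1.77 in TGFβ1-treated cells (SE 0.18, adjusted p = 2.08e-07). All 3 same-numbered pairs of libraries moved in these directions. In siZNF281 cells TGFβ1 still raised ZNF281 by 0.71 (SE 0.19, adjusted p = 0.00441), and the test of the difference between the TGFβ1 effects in siZNF281 and siCtl cells gave -0.46 (SE 0.25, adjusted p = 0.331). With the library size as the only normalization, the TGFβ1 effect in siCtl cells was 0.9953, below the fold change threshold.

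**Figure D1:**
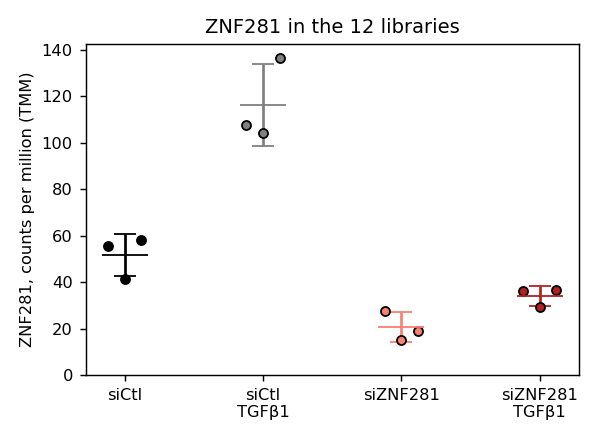
ZNF281 mRNA in CPM (TMM-normalized, vertical axis) in the 4 groups (horizontal axis). Each point is a library, and the lines are the mean and SD of the 3 libraries, from 20.7 CPM in siZNF281 to 116.1 CPM in siCtl TGFβ1 cells.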

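TGFβ1 changed 1770 genes in siCtl cells, of which 846 were raised and 924 lowered. In untreated cells, siZNF281 changed 2539 genes relative to siCtl, 1185 raised and 1354 lowered. In TGFβ1-treated cells, siZNF281 changed 2595 genes relative to siCtl, 1195 raised and 1400 lowered. With the replicate number in the model, these counts were 1833, 2584, and 2636 genes, and 1764, 2528, and 2576 of the genes above were among them. Leaving out each of the 12 libraries in turn gave 1586 to 1850, 2447 to 2667, and 2510 to 2705 genes. The fold change threshold moved the counts most, since the adjusted p-value alone called 5646, 7691, and 7584 genes. For TGFβ1 in siCtl cells, the direction with more genes depended on the setting. DESeq2 on the 12 libraries gave 887 raised and 826 lowered genes, and edgeR's glmTreat against an absolute log2 fold change of 1 gave 444 and 226. Lowered genes were more numerous with the replicate number in the model (860 and 973) and with the library size as the only normalization (690 and 1297).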

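Genes were named here by their adjusted p-value, taking the lowest in each direction among those changed the same way in all 3 same-numbered sets of libraries. For TGFβ1 in siCtl cells the raised genes were SERPINE2 and TNC. SERPINE2 (chromosome 2, 223975045 to 224039318) rose from 288.6 ± 29.3 to 4440 ± 99.7 CPM (SD, n = 3), a log2 fold change of 3.94 (SE 0.11, adjusted p = 5.7e-14 from edgeR). TNC (chromosome 9, 115019575 to 115118207) rose from 34.2 ± 4.14 to 656.1 ± 67.5 CPM (SD, n = 3), a log2 fold change of 4.26 (SE 0.12, adjusted p = 6.2e-14 from edgeR). The lowered genes were ADAMTS1 (-2.40, SE 0.10) and CCBE1 (-3.24, SE 0.14). For siZNF281, ATP6AP1 and LGALS3 were the raised genes and PIGS and KCND3 the lowered genes both in untreated and in TGFβ1-treated cells. ATP6AP1 (chromosome X, 154428633 to 154436516) was at 21.5 ± 0.624 CPM in siCtl and 154.8 ± 15.8 CPM in siZNF281 cells (SD, n = 3). Its log2 fold change was 2.85 in untreated (SE 0.10, adjusted p = 1.31e-12) and 2.74 in TGFβ1-treated cells (SE 0.10, adjusted p = 2.38e-12). PIGS (chromosome 17, 28553383 to 28571794) was at 137.1 ± 9.42 CPM in siCtl and 11.8 ± 1.603 CPM in siZNF281 cells (SD, n = 3). Its log2 fold change was -3.53 in untreated (SE 0.11, adjusted p = 9.99e-13) and -3.33 in TGFβ1-treated cells (SE 0.11, adjusted p = 1.35e-12). LGALS3 changed by 2.32 and 2.57, and KCND3 by -3.06 and -3.85, in untreated and TGFβ1-treated cells.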

A total of 2478 DEGs were found between siZNF281 and siCtl in TGFβ1-treated-cells, 2522 DEGs between siZNF281 and siCtl in control cells, and 1712 DEGs between siCtl and siCtl TGFβ1 cells (adj *p*-value < 0.05, |log2FC| > 1.0; Table S1). Further, to explore the biological functions of DEGs, GO term enrichment analysis was performed using DAVID [23]. Comparing enriched GO terms in the Biological Process (BP) category, we found that GO:0009966~”regulation of signal transduction”, GO:0045597~”positive regulation of cell differentiation”, GO:0016477~”cell migration”, and GO:0048468~”cell development” were among the top-10 most-enriched GO terms in both DEGs between siCtl and siCtl TGFβ1 cells (Figure S3A, Table S2) and DEGs between siZNF281TGFβ1 and siCtl TGFβ1 (Figure S3B, Table S3), suggesting that during fibroblast activation ZNF281 may mediate the effect of TGFβ1 on specific pathways. Moreover, comparing GO terms of DEGs between siZNF281 TGFβ1 and siCtl TGFβ1 and DEGs between siZNF281 and siCtl (Figure S3C, Table S4), we found that the top-scored GO terms were mostly overlapping, pinpointing that genes mainly involved in signal transduction and cell migration/motility are transcriptionally controlled by ZNF281 in both unstimulated and activated colon fibroblasts.

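Tables S2 and S3 list part of the genes of each of the larger terms, and the values here are those of the listed genes. For cell migration, 55 genes listed in Table S2 were tested, and TGFβ1 raised 27 and lowered 27 of them in siCtl cells. The 59 genes listed for this term in Table S3 were all called between siZNF281 TGFβ1 and siCtl TGFβ1 cells, 23 higher and 36 lower in siZNF281 TGFβ1. Both lists held 15 of these genes, and 5 of the 15 were changed in opposite directions by TGFβ1 and by siZNF281 in TGFβ1-treated cells. For cell development the listed genes had 15 in common, 10 of them changed in opposite directions, and for regulation of signal transduction 6 in common, 1 of them changed in opposite directions. In the list of Table S3, positive regulation of cell differentiation had 55 tested genes, 17 higher and 38 lower in siZNF281 TGFβ1 cells, with a median log2 fold change of -1.31. TGFβ1 called 7 of these 55 genes as raised and 8 as lowered in siCtl cells. No enrichment was computed here.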

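The lists of genes changed by siZNF281 in untreated and in TGFβ1-treated cells shared 1599 genes changed in the same direction, 695 raised and 904 lowered. With the replicate number in the model the shared genes numbered 1630. Only 5 genes were called in both with opposite signs, namely HMCN2, ANKRD1, EFNA1, DNM3, and MYOSLID, which are named here after their values were seen. ANKRD1, for example, changed by -3.05 in untreated and by 1.03 in TGFβ1-treated cells, a difference of 4.08 on the log2 scale (adjusted p = 5.41e-05 from edgeR's test of the difference). Across the 14537 genes tested, the log2 fold changes of siZNF281 in untreated and in TGFβ1-treated cells had a Pearson correlation of 0.776, computed across genes, which are not independent replicates. Of the genes listed for cell migration in Table S4, 58 were tested and all were called in untreated cells, 24 raised and 34 lowered, and in TGFβ1-treated cells 14 of the 58 were called raised and 23 lowered. A sequence feature of the 3′ UTR also followed the siZNF281 effect. Among 12334 genes with a 3′ UTR of at least 50 nt, genes with the 7-mer TTCTCCA in it were lower in siZNF281 cells, with a z of -15.8 in untreated and -14.05 in TGFβ1-treated cells from a regression on ranks that included 3′ UTR length, GC content, and expression. The overlapping 7-mer TCTCCAA had a z of -13.5 and -13.2, beside a Bonferroni limit of 4.67 in size for all 16384 7-mers. Both 7-mers occur in the ZNF281 mRNA. For the TGFβ1 effect in siCtl cells the z was 0.49 and 0.72. Of the genes lowered by siZNF281 in untreated cells, 48.9% had either 7-mer in the 3′ UTR, against 30.7% in lists of the same size matched on 3′ UTR length.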

### 2.4. TGFβ1 Regulates the Expression of Fibrosis-Related Genes via ZNF281

Next, genes modulated by TGFβ1 via ZNF281 were investigated. Hence, an overlap was made between all genes regulated by TGFβ1 alone (siCtl vs. siCtl TGFβ; 1712 genes) and genes modulated by ZNF281 silencing (siCtl vs. siZNF281; 2522 genes). The results showed 507 genes significantly modulated by both TGFβ1 and ZNF281 (adj *p*-value < 0.05, |log2FC| > 1.0) (Figure 4A–C). 

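Among the 1770 and 2539 genes called for TGFβ1 in siCtl cells and for siZNF281 in untreated cells, 574 were called in both. Of these, 376 changed in the same direction, 219 of them lowered by both and the rest raised by both. In the opposite direction, 106 were raised by TGFβ1 and lowered by siZNF281, and 92 were lowered by TGFβ1 and raised by siZNF281, together 34.5% of the 574. With the replicate number in the model, 603 genes were called in both, with 108 and 99 in opposite directions. The count was most sensitive to the fold change threshold, and the adjusted p-value alone gave 3325 genes. Across all genes tested, the log2 fold changes of TGFβ1 and of siZNF281 had a Pearson correlation of 0.133 across genes. Both comparisons use the same 3 siCtl libraries. The fold changes were also taken against single siCtl libraries, with the other groups as means of 3 libraries. The correlation was then 0.188 on average with the same siCtl library in both comparisons and 0.0696 with different siCtl libraries.

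**Figure D2:**
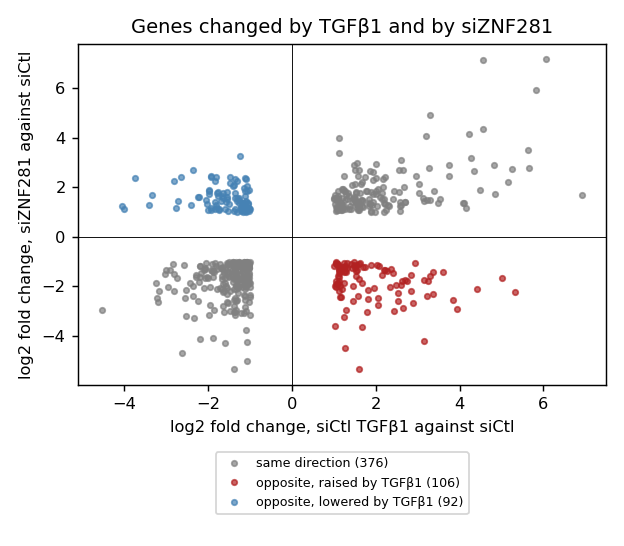
Log2 fold change by siZNF281 in untreated cells (vertical axis) against that by TGFβ1 in siCtl cells (horizontal axis) for the 574 genes called in both, 1 point per gene. The 106 red and 92 blue points are the genes with opposite effects, and the grey points are the 376 genes changed in the same direction.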

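The 574 genes called in both comparisons were also grouped by hierarchical clustering of their scaled log2 expression over the 12 libraries (complete linkage, Euclidean distance). The tree was divided into 4 groups, a number chosen after the heatmap of Fig. 4D had been seen. One group of genes was raised by both treatments, with a median log2 fold change of 1.83 by TGFβ1 and 1.56 by siZNF281. Another of 216 genes was lowered by both, with medians of -1.36 and -1.63. The other groups held 109 genes with a median of 1.53 by TGFβ1 and -1.59 by siZNF281, of which 106 were the opposite genes raised by TGFβ1, and 92 genes with a median of -1.49 and 1.45, which were the 92 opposite genes lowered by TGFβ1.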

Supervised hierarchical clustering was run on these 507 common genes, resulting in three groups of genes: Group 1 and Group 3 included genes on which ZNF281 silencing and TGFβ1 treatment showed the same effect; differently, Group 2 included genes on which ZNF281 silencing and TGFβ1 treatment had opposite effects (Figure 4D). Indeed, the modulation of Group 2 gene expression in the samples of siCtl TGFβ1 was totally or partially abolished when ZNF281 was silenced (siZNF281 TGFβ1). This evidence suggested that Group 2 genes are regulated by TGFβ1 via ZNF281. 

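The TGFβ1 effect in siZNF281 cells was compared gene by gene with that in siCtl cells. For the 106 genes raised by TGFβ1 and lowered by siZNF281, the ratio of the log2 fold changes had a median of 132.7%, with 53.6% and 223.1% as the 10th and 90th percentiles. Taken separately for the libraries of each replicate number, the median ratio was 126.4%, 137.9%, and 124.8% (SD 7.18, n = 3). For the 92 genes lowered by TGFβ1 and raised by siZNF281, the median ratio was 112.8%. Both lists were selected on the siZNF281 effect in untreated cells and not in TGFβ1-treated cells, which by itself can raise the ratio. On the lists of Table S7, the median ratios were 132.4% for 101 tested genes raised by TGFβ1 and 116.9% for 71 lowered genes. With the replicate number in the model they were 132.7% for 108 and 110.8% for 99 genes. Under 11 other settings of the normalization, filter, test, and gene list, the first ratio lay between 130.0% and 136.8%, and with a library left out between 125.7% and 142.4%. From the opposite effects of silencing and TGFβ1 and from its reading of the siZNF281 TGFβ1 samples, the paper proposes that Group 2 genes are regulated by TGFβ1 via ZNF281.

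**Figure D3:**
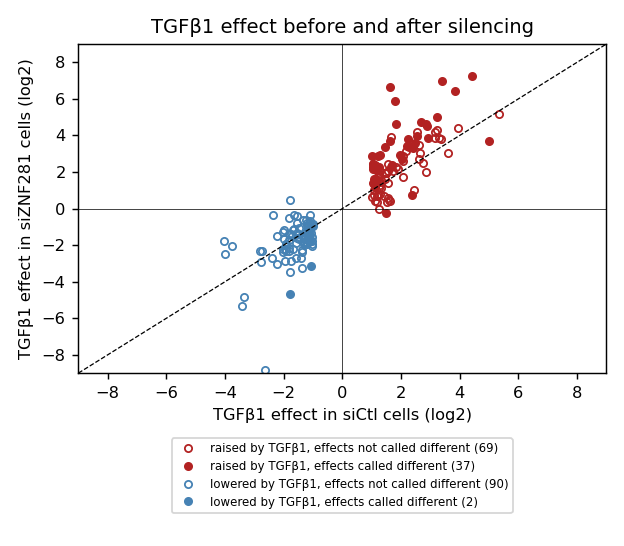
Log2 fold change by TGFβ1 in siZNF281 cells (vertical axis) against that in siCtl cells (horizontal axis) for the 106 opposite genes raised (red) and the 92 lowered (blue) by TGFβ1. Filled points are the genes for which the effects were called different (adjusted p-value below 0.05), and the dashed line marks equal effects.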

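In the list of Table S5 for positive regulation of cell differentiation, all 27 genes were tested, 19 of them raised and 8 lowered by TGFβ1 in siCtl cells. Their median log2 fold change was 1.30 by TGFβ1 in siCtl cells and -1.13 by siZNF281 in untreated cells. For cell migration, 22 of the 33 genes were raised and 11 lowered by TGFβ1, with medians of 1.28 and -1.23. In siZNF281 cells, TGFβ1 changed these genes by a median of 1.58 for positive regulation of cell differentiation and 1.604 for cell migration. Between siZNF281 TGFβ1 and siCtl TGFβ1 cells, 10 genes of each term were called lower, and 6 and 7 were called higher. Cell migration is also listed in Table S6 for the genes of Groups 1 and 3. All 39 genes were called in the same direction by TGFβ1 and siZNF281, 23 raised and 16 lowered. Groups 1 and 3 are defined by a shared direction and Group 2 by opposite ones, so these directions were given by the selection.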

By analyzing Group 2 GO terms, it was shown that genes are mainly involved in cell differentiation and cell migration (Figure 4E, Table S5), while the genes of Groups 1 and 3 are not (Table S6).

### 2.5. ZNF281 Acts as a Transcriptional Activator of Pro-Fibrotic Genes Involved in Myofibroblast Differentiation

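By the signs of both effects, 106 genes were raised by TGFβ1 in siCtl cells and lowered by siZNF281 in untreated cells, and 92 were the reverse. The raised genes had a median log2 fold change of 1.54 by TGFβ1 and -1.60 by siZNF281. Of the genes that Table S7 lists, 99 of the 102 raised by TGFβ1 and 71 of the 71 lowered were among those called here. Leaving out each library in turn gave 93 to 111 raised and 64 to 91 lowered genes. With the library size as the only normalization, which shifts the median log2 fold change of all genes under TGFβ1 in siCtl cells to -0.19, the numbers were 74 and 137. Of the 106 raised genes, 94 had a 3′ UTR of at least 50 nt, and 48 of these (51.1%) had TTCTCCA or TCTCCAA in it. Lists of the same size drawn from the other genes raised by TGFβ1 and matched on 3′ UTR length had 32.2% on average, and the share was above that of each of 10000 such lists. The 106 genes are defined as lowered by siZNF281 and the lists are not, so the difference restates that lowered genes carry the 7-mers (48.9% in untreated cells). Genes lowered by both TGFβ1 and siZNF281 also had them more often, 45.3% against 31.9% in matched lists of other genes lowered by TGFβ1.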

Among the 173 genes regulated by TGFβ1 via ZNF281 belonging to Group 2, 102 genes were upregulated and 71 were downregulated by TGFβ1 treatment (Table S7). 

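Of the 106 opposite genes raised by TGFβ1, 58 were called lower in siZNF281 TGFβ1 than in siCtl TGFβ1 cells, and the median log2 fold change of the 106 in this comparison was -1.10. In siZNF281 cells TGFβ1 still raised 89 of the 106 genes by the same thresholds. The median TGFβ1 effect was 2.26 in siZNF281 cells, and it was larger than in siCtl cells for 79 of the 106 genes. In edgeR's test of the difference between the TGFβ1 effects over all genes, 34 of the 106 had a larger effect in siZNF281 cells and 3 a smaller one (adjusted p-value below 0.05). Among the 3 genes are CLEC1A and BMP6, named here after their values were seen. CLEC1A changed by 1.49 in siCtl and -0.22 in siZNF281 cells (difference -1.71, adjusted p = 0.00526), and BMP6 by 2.36 and 0.76 (difference -1.60, adjusted p = 0.00499). With the replicate number in the model, 8 genes had a smaller and 45 a larger effect, and 60 were lower in siZNF281 TGFβ1 cells. On the list of Table S7, 3 of 101 tested genes had a smaller and 33 a larger effect. These became 10 and 41 when the p-values were adjusted over this list alone, and the list is made of the paper's own calls on these libraries.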

Upregulation of 102 genes was suppressed when ZNF281 was silenced. Notably, GO term enrichment analysis showed that these genes are associated with the BP and Cellular Component (CC) categories related to pathways implicated in fibroblast activation and differentiation into myofibroblasts, such as muscle cell differentiation (smooth muscle cells share several characteristics with myofibroblasts), cell migration and contractile fiber, and integrin complex, respectively (Figure 5A, Table S8). 

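Table S8 draws on genes that the paper selected on these libraries as raised by TGFβ1 and lowered by siZNF281. These directions were therefore given by the selection. The 14 genes that Table S8 lists for muscle cell differentiation were all raised by TGFβ1 in siCtl cells, by a median log2 fold change of 1.68. Of these 14, 13 were called lower by siZNF281 in untreated cells. In siZNF281 cells TGFβ1 raised 13 of them, by a median of 2.51, and 6 were lower in siZNF281 TGFβ1 than in siCtl TGFβ1 cells. For cell migration, 22 of 22 genes were raised by TGFβ1 and lowered by siZNF281, with a median TGFβ1 effect of 1.66 in siCtl and 2.28 in siZNF281 cells, and 10 were lower in siZNF281 TGFβ1 cells. The 9 genes of contractile fiber had a median TGFβ1 effect of 2.27 in siCtl and 3.55 in siZNF281 cells, and 4 were lower in siZNF281 TGFβ1 cells. The 4 genes of integrin complex had medians of 1.61 and 2.28, and 3 were lower in siZNF281 TGFβ1 cells. The TGFβ1 effects in siZNF281 and siCtl cells were called different for 6 genes of muscle cell differentiation, 10 of cell migration, 3 of contractile fiber, and 2 of integrin complex.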

Coherently, biological pathway enrichment using Reactome [24] highlighted that genes upregulated by TGFβ1 via ZNF281 belong to pathways strictly associated with fibrosis, such as smooth muscle contraction, ECM organization, and integrin cell surface interaction (Figure 5B). Indeed, myofibroblast markers (e.g., ACTA2, CCN2, FGF), ECM components (e.g., COL1A1, COL4A1, THBS1), remodeling enzymes (e.g., ADAM19, SERPINE1), and focal adhesion (ITGA1, ITGA11, ITGA9, ITGB3, TNS1) and contractile proteins (e.g., MYH11, MYOZ1, TPM1) are amongst the genes upregulated by TGFβ1 via ZNF281 (Table S7).

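The gene named FGF is FGF1 in Table S7. ACTA2 (ENSG00000107796, chromosome 10, 88935074 to 88991339) was at 264.0 ± 54.1 CPM in siCtl, 2724 ± 599.7 in siCtl TGFβ1, 99.4 ± 16.04 in siZNF281, and 1395 ± 187.7 CPM in siZNF281 TGFβ1 cells (SD, n = 3). TGFβ1 raised it by 3.37 on the log2 scale in siCtl (SE 0.18, adjusted p = 1.18e-10 from edgeR) and by 3.81 in siZNF281 cells (SE 0.18, adjusted p = 2.25e-11), a difference of 0.44 (SE 0.23, adjusted p = 0.302). Silencing changed it by -1.41 in untreated (SE 0.17, adjusted p = 1.85e-06) and by -0.97 in TGFβ1-treated cells (SE 0.16, adjusted p = 8.86e-05), where the fold change is below the threshold. CCN2 (ENSG00000118523, chromosome 6, 131948176 to 131951372) rose from 201.3 ± 61.5 to 1218 ± 370.2 CPM with TGFβ1 in siCtl and from 52.6 ± 27.1 to 582.2 ± 143.3 CPM in siZNF281 cells (SD, n = 3). After silencing it changed by -1.93 in untreated and -1.06 in TGFβ1-treated cells, and its TGFβ1 effects of 2.598 and 3.46 differed by 0.86 (SE 0.43, adjusted p = 0.277). This difference was called with the replicate number in the model (0.91, adjusted p = 0.00104). FGF1 (chromosome 5, 142592178 to 142698070) was at 2.78 ± 0.72 CPM in siCtl and 0.92 ± 0.221 CPM in siZNF281 cells, and with TGFβ1 at 19.9 ± 2.61 and 23.5 ± 6.23 CPM (SD, n = 3). Silencing changed FGF1 by -1.55 in untreated (adjusted p = 0.000837) and by 0.24 in TGFβ1-treated cells (adjusted p = 0.273), and the TGFβ1 effect was larger by 1.79 after silencing (SE 0.38, adjusted p = 0.00757). The 3′ UTRs of CCN2 and FGF1 contain TTCTCCA, and that of ACTA2 contains neither TTCTCCA nor TCTCCAA.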

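COL1A1 (chromosome 17, 50184101 to 50201632) was changed by 1.06 on the log2 scale by TGFβ1 in siCtl cells (SE 0.22, adjusted p = 0.000976) and by -1.05 by siZNF281 in untreated cells (SE 0.22, adjusted p = 0.000654). In TGFβ1-treated cells siZNF281 changed it by -0.51 (SE 0.22, adjusted p = 0.0602). These effects lie near the threshold. The TGFβ1 effect was 0.89 with the library size as the only normalization, and the siZNF281 effect was -0.99 with the replicate number in the model. COL4A1 (chromosome 13, 110148963 to 110307157) was at 2652 ± 243.9 CPM in siCtl, 5943 ± 914.9 in siCtl TGFβ1, 491.4 ± 20.2 in siZNF281, and 2387 ± 166.7 CPM in siZNF281 TGFβ1 cells (SD, n = 3). Silencing changed it by -2.43 in untreated (SE 0.12, adjusted p = 4.34e-11) and by -1.32 in TGFβ1-treated cells (SE 0.12, adjusted p = 3.84e-08). Its TGFβ1 effect was 1.16 in siCtl and 2.28 in siZNF281 cells, a difference of 1.12 (SE 0.16, adjusted p = 0.00036). THBS1 (chromosome 15, 39581079 to 39599466) was changed by -1.32 by siZNF281 in untreated cells (SE 0.15, adjusted p = 1.18e-06) and by -0.30 in TGFβ1-treated cells (SE 0.15, adjusted p = 0.1). Its TGFβ1 effect was 1.16 in siCtl and 2.18 in siZNF281 cells, a difference of 1.02 (SE 0.21, adjusted p = 0.00697). With the library size as the only normalization, the TGFβ1 effects in siCtl cells were 0.990 for COL4A1 and 0.991 for THBS1, below the threshold. The 3′ UTR of COL1A1 contains TTCTCCA and that of COL4A1 TCTCCAA, and that of THBS1 contains neither.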

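ADAM19 (chromosome 5, 157395534 to 157575775) rose from 33.8 ± 2.09 to 1356 ± 326.6 CPM with TGFβ1 in siCtl and from 7.21 ± 0.501 to 258.4 ± 29.8 CPM in siZNF281 cells (SD, n = 3). Silencing changed it by -2.23 on the log2 scale in untreated (SE 0.17, adjusted p = 6.27e-09) and by -2.39 in TGFβ1-treated cells (SE 0.14, adjusted p = 2.85e-10), and its TGFβ1 effects of 5.33 and 5.16 differed by -0.17 (SE 0.22, adjusted p = 0.727). Among the integrins, ITGA1, ITGA11, and ITGB3 were lowered by siZNF281 in untreated cells by -1.33, -1.87, and -1.26. In TGFβ1-treated cells siZNF281 changed them by -1.49, -1.26, and -0.22, the last with an adjusted p of 0.0788. The TGFβ1 effect on ITGA1 was 1.56 in siCtl and 1.40 in siZNF281 cells, on ITGA11 1.66 and 2.27 (difference 0.61, adjusted p = 0.0214), and on ITGB3 1.25 and 2.28 (difference 1.03, adjusted p = 0.00052). ITGA9 had at most 2 counts in any siZNF281 library and was at least 4.57-fold lower in siZNF281 than in siCtl cells, where its mean was 1.25 CPM. In TGFβ1-treated cells siZNF281 changed ITGA9 by -1.38 (SE 0.32, adjusted p = 0.00161). TNS1 changed by -1.23 in untreated and by -0.91 in TGFβ1-treated cells, and its TGFβ1 effects were 1.74 and 2.05. The 3′ UTRs of ADAM19, ITGA1, ITGA11, ITGA9, and ITGB3 contain TTCTCCA or TCTCCAA, and that of TNS1 contains neither.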

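TPM1 (chromosome 15, 63042620 to 63071915) was at 739.4 ± 105.2 CPM in siCtl, 3571 ± 533.1 in siCtl TGFβ1, 285.7 ± 23.2 in siZNF281, and 2948 ± 390.0 CPM in siZNF281 TGFβ1 cells (SD, n = 3). Silencing changed it by -1.37 on the log2 scale in untreated (SE 0.13, adjusted p = 1.31e-07) and by -0.28 in TGFβ1-treated cells (SE 0.13, adjusted p = 0.0824). Its TGFβ1 effect was 2.27 in siCtl and 3.37 in siZNF281 cells, a difference of 1.095 (SE 0.18, adjusted p = 0.00134), and its 3′ UTR contains TTCTCCA. MYH11 and MYOZ1 had few counts without TGFβ1, at most 13 and 7 in a siCtl library and 4 and 1 in a siZNF281 library. MYH11 was lower in siZNF281 than in siCtl cells by a log2 fold change of -1.44 that was not called (SE 0.72, adjusted p = 0.102). It was called with DESeq2 on the 12 libraries (adjusted p = 0.0459), without the filter on low counts (adjusted p = 0.0193), and without siCtl replicate 1 (adjusted p = 0.0481). MYOZ1 was at least 1.93-fold lower in siZNF281 than in siCtl cells (adjusted p = 0.0113 from edgeR). It was not called by DESeq2 fitted to the compared groups alone (adjusted p = 0.0646), nor without siZNF281 replicate 1 (adjusted p = 0.0564). With TGFβ1, MYH11 was at 23.6 ± 8.39 CPM in siCtl TGFβ1 and 3.32 ± 1.52 CPM in siZNF281 TGFβ1 cells (SD, n = 3), a log2 fold change of -2.83 (SE 0.30, adjusted p = 3.54e-07). MYOZ1 was at 8.23 ± 3.92 and 1.49 ± 0.286 CPM (SD, n = 3), a log2 fold change of -2.46 (SE 0.33, adjusted p = 7.13e-06). The TGFβ1 effect on MYH11 was 4.94 in siCtl and 3.55 in siZNF281 cells, a difference of -1.39 (SE 0.91, adjusted p = 0.429). MYOZ1 was raised by a log2 fold change of 3.95 (15.41-fold) in siCtl cells and at least 5.48-fold in siZNF281 cells. The lower bound does not show in which cells the rise was larger. The difference of the effects was 0.44 on the log2 scale (SE 0.84, adjusted p = 0.822). Neither MYH11 nor MYOZ1 has TTCTCCA or TCTCCAA in its 3′ UTR.

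**Figure D4:**
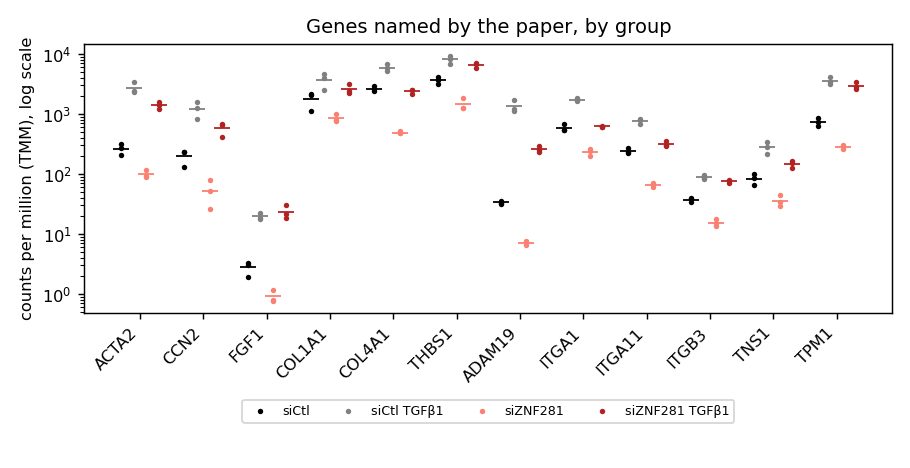
CPM (TMM-normalized, log scale, vertical axis) of 12 genes named by the paper (horizontal axis) in the 4 groups. Points are the 3 libraries of a group and dashes their mean, which for ADAM19 goes from 7.21 CPM in siZNF281 to 1356 CPM in siCtl TGFβ1 cells.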

Further, the application of STRING [25] to build the corresponding protein–protein interaction (PPI) networks showed that many proteins encoded by the 102 genes increased by TGFβ1 exposure are functionally and/or physically associated in a network (Figure 5C).

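The 92 opposite genes lowered by TGFβ1 had a median log2 fold change of -1.67 by TGFβ1 in siZNF281 cells, and 74 of them were still called lower with TGFβ1 in these cells. The effect was larger in siZNF281 than in siCtl cells for 54 of the 92. Between siZNF281 TGFβ1 and siCtl TGFβ1 cells, 57 of the 92 were called higher in siZNF281 TGFβ1, with a median of 1.31 over the 92. In the test of the difference between the TGFβ1 effects, 0 genes had a smaller effect after silencing at an adjusted p-value below 0.05 and 2 a larger one, CDON and APCDD1, named here after their values were seen. CDON changed by -1.07 in siCtl and -3.16 in siZNF281 cells (difference -2.09, adjusted p = 0.00088 from edgeR), and APCDD1 by -1.77 and -4.70 (difference -2.93, adjusted p = 0.0244). With the replicate number in the model, 2 of 99 genes had a smaller and 9 a larger effect. On the 71 genes that Table S7 lists as lowered, 44 had a larger effect in siZNF281 cells, 59 were still lowered by TGFβ1, and 46 were higher in siZNF281 TGFβ1 than in siCtl TGFβ1 cells.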

Finally, the downregulation of 71 genes by TGFβ1 was totally or partially suppressed by ZNF281 silencing. GO term enrichment analysis did not show a significant association with any BP or CC GO terms (data not shown). Moreover, no relevant PPI network or enrichment in the Reactome database was found, indicating that these genes do not belong to any pathway directly associated with fibrosis (Figure S4).

A subset of genes strongly involved in fibrogenesis was selected amongst the genes upregulated by TGFβ1 via ZNF281 (Table S7) and analyzed by RT-qPCR (Figure 6). The results confirmed that ZNF281 mediates the transcriptional effects of TGFβ1 on: SERPINE1/PAI-1, a member of the serine proteinase inhibitor (serpin) superfamily that was recently cited as a key molecule of intestinal fibrosis [26]; THBS1 (thrombospondin-1), a matricellular glycoprotein that activates TGFβ1, thus enhancing fibrosis and compromising organ function [27]; CCN2, also known as CTGF, the connective-tissue growth factor playing a pivotal role in the pathophysiology of many fibrotic disorders [28,29]; ADAM19, an endopeptidase that cleaves extracellular matrix proteins [30]; and ITGB3, an integrin that is positively correlated to fibrosis degree [31].

Given the fundamental role of collagens in the development and progression of fibrosis, expression of COL1A1 and COL4A1, coding for type I and type IV collagen involved in ECM formation, were additionally analyzed by RT-qPCR. Results confirmed that their expression levels are controlled by TGFβ1 via ZNF281 (Figure 7A). Moreover, COL4A1 protein secretion, evaluated in the supernatant of colon fibroblasts exposed to TGFβ1 or not, after ZNF281 silencing strengthened this evidence (Figure 7B). These findings demonstrate that in colon fibroblasts, ZNF281 is required for TGFβ1-mediated upregulation of genes involved in myofibroblast differentiation, ECM composition and remodeling, and cell contraction.

## 3. Discussion

Intestinal fibrosis is a common complication of IBD and represents a great challenge for clinicians and scientists [8]. It is still unknown which factors trigger intestinal fibrosis; therefore, investigating novel molecules underlying fibrogenesis is a necessary step towards gaining effective control of fibrotic onset, progression, and cure. The currently accepted hypothesis suggests that a chronic inflammatory state activates resident fibroblasts and myofibroblasts, which are recruited to the sites of inflammation to induce wound healing. Activated fibroblasts, under the stimulus of growth factors such as TGFβ, may differentiate into myofibroblasts, which are the key players in fibrosis, being characterized by contractile and migratory as well as ECM synthesis abilities. Although to date, no therapies have been approved for intestinal fibrosis, the antifibrotic effects of different molecules that suppress fibroblast activation and differentiation into myofibroblasts have been proven in vitro and in vivo in mouse models mimicking colitis [22,32,33,34].

Therefore, investigating molecular mechanisms controlling colon fibroblast activation and differentiation into myofibroblasts is mandatory to deeply understand the pathogenesis of fibrosis as well as to identify new therapeutic targets to treat fibrosis.

Recent evidence highlights that the transcription factor ZNF281, traditionally involved in EMT regulation, is a novel player of intestinal inflammation, and its expression correlates with the disease severity degree of CD and UC patients. Very preliminary data suggest a possible implication of ZNF281 in the fibrotic process as well [21]. Since mechanisms underlying fibrogenesis in chronic colitis are largely unknown, we aimed to deeper explore this issue.

Our study underscores for the first time the role of ZNF281 in the development of gut fibrosis. Indeed, we observed a marked increase of ZNF281 in in vivo murine fibrotic colon as well as in in vitro human colon fibroblasts activated by TGFβ1 treatment. Taking advantage of a loss-of-function approach, we identified and analyzed the genes regulated by ZNF281 during colon fibroblast activation by RNA-Seq. GO term enrichment analysis showed that abrogation of ZNF281 in TGFβ1-treated fibroblasts affects the expression of genes belonging to specific pathways linked to fibrosis, such as signal transduction, regulation of cell differentiation, cell migration, and cell development. In agreement with previous studies [18,19,20] in colon fibroblasts, silencing ZNF281 determined both transcriptional activation and repression. Nevertheless, we showed that ZNF281 is a transcriptional activator downstream of TGFβ1, acting on a specific subset of genes that belong to pathways strictly associated with fibroblast activation and myofibroblast differentiation, such as smooth muscle contraction, ECM organization, and integrin cell surface interaction.

Overall, we demonstrated that ZNF281 is a key regulator of colon fibroblast activation and myofibroblast differentiation upon fibrotic stimuli by transcriptionally controlling ECM composition, remodeling, and cell contraction, highlighting a new role in gut fibrosis.

ZNF281 is already known to act as a regulator in several fundamental biological processes, such as cell differentiation and migration in other cellular contexts. For example, it has been shown that ZNF281/Zfp281 is downregulated during epithelial, muscle, and granulocytic differentiation in vitro [35], and its ectopic expression inhibits the neuronal differentiation of murine cortical neurons and neuroblastoma cells, whereas its silencing causes the opposite effect [19]. Moreover, high levels of ZNF-281 correlate with higher metastatic potential and invasiveness in several types of cancer. More specifically, ZNF281 overexpression has been observed in CRC tissues and is responsible for enhanced cell proliferation, migration, and invasion [36,37]. Additionally, ZNF281 promotes cell growth and invasion in pancreatic cancer [38]. Taken together, these results, identifying ZNF281 as a controller of relevant and strategic biological processes, underline that a dysregulation in the expression and function of the protein can be preparatory to the onset of a pathological condition, whether of a fibrotic or cancer nature.

ZNF281, or its murine orthologue Zfp281, functions in transcriptional activation and repression by binding to DNA in association with histone-modifying enzymes, such as HDAC2, PRC2, and MLL [39,40,41]. To gain insights into molecular mechanisms by which ZNF281 controls colon fibroblast activation, further efforts are required to identify genome-wide ZNF281 direct targets in activated colon fibroblasts and to characterize the chromatin landscape at ZNF281-bound promoters. TGFβ, the master regulator driving fibrosis in all organs, including the gut, acts as an upstream molecule to activate downstream signaling pathways. Canonical TGFβ signaling via Smads has a central role in the progression of fibrosis since it regulates myofibroblast proliferation as well as fibroblast transition to myofibroblasts [42]. However, non-canonical (non-Smad2/3) pathways have been reported for TGFβ and implicated in the pathogenesis of fibrosis as well [43]. We suggest that ZNF281 can act downstream of TGFβ, upregulating pro-fibrotic genes and promoting fibroblast activation, thus contributing to the onset and progression of fibrosis. Future work will be aimed at understanding if ZNF281 is induced through canonical or alternative TGFβ pathways.

Currently, there is no effective medicine to manage intestinal fibrosis, and IBD patients often undergo surgery. Identification of novel molecules involved in intestinal fibrosis may open new perspectives to clarify molecular mechanisms underlying fibrogenesis as well as target and block specific fibrogenic pathways and, eventually, allow the development of treatment methods customized to each patient’s type and degree of intestinal fibrosis. In this study, we show for the first time that the transcription factor ZNF281 is involved in TGFβ-induced fibrosis in the gut. Although the mechanism involved is still unclear, we believe that inhibiting ZNF281 could represent a therapeutic strategy to alleviate fibrosis by impairing fibroblast activation and collagen deposition.

## 4. Methods

### 4.1. Ethic Statement

Experimental procedures were previously approved by the Ministry of Health, and the study was carried out in accordance with the Italian regulations on animal welfare. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Italian National Agency for New Technology, Energy and Sustainable Economic Development (ENEA) (Permit Number: 76/2017-PR, obtained on 25 January 2017).

### 4.2. Chronic DSS-Induced Colitis Model

C57BL/6 male mice (8 to 9 weeks of age) were purchased from Envigo (Inotiv Inc., Chicago, IL, USA) and were housed in collective cages at 22+/−1 °C under a 12-h light/dark cycle, with food and water provided ad libitum. Chronic DSS-induced colitis was carried out by administering 2.5% Dextran Sodium Sulpate (DSS, molecular mass, 36,000–50,000 Da, MP Biomedicals, Santa Ana, CA, USA) dissolved in autoclaved drinking water for 1 week, followed by 2 weeks of DSS disposal. This cycle was repeated 3 times. Mice were checked daily for behavior, body weight, and stool blood and consistency and were euthanized 6 and 9 weeks after their first exposure to DSS to show manifestations of early and late fibrosis, respectively [22]. At the sacrifice, colons were removed and examined for weight and length (measured from the anus to the top of the cecum). Distal colonic specimens were frozen in liquid nitrogen or fixed immediately for further analysis.

For histological analysis, samples were fixed in a 10% (*w*/*v*) formalin solution and embedded in paraffin, sectioned (4 µm thickness), and mounted on glass slides. Slices were stained using standard hematoxylin and eosin (H&E) techniques. Intestinal fibrosis was assessed by a blinded observer on adjacent sections of the distal colon stained with Masson’s Trichrome (stains collagen and proteoglycans, Bio-Optica, Milan, Italy), with scoring criteria described previously [44].

### 4.3. Immunohistochemistry

Paraffin-embedded intestinal mucosa sections (4 μm) of DSS-treated mice or controls were prepared following standard protocol. Briefly, sections were incubated in a heat-mediated antigen retrieval solution pH 6.0 (Abcam) for 10 min at 95 °C and washed in water for 5 min. Peroxidases were then inhibited by incubations in 3% H_2_O_2_ for 10 min, and sections were treated with 5% bovine serum albumin (Santa Cruz Biotech, Dallas, TX, USA) for 20 min, incubated with primary anti-ZNF antibody (TA351969, Origene, Rockville, ML, USA), and diluted 1:50 in phosphate-buffered saline 5% BSA overnight at 4 °C in a moist chamber. After washing, sections were incubated with the secondary anti-rabbit biotinylated antibody (Dako North America, Carpinteria, CA, USA) for 30 min at room temperature. The DAB detection kit (Dako) was used to visualize the antigen. Finally, sections were stained with hematoxylin and eosin.

### 4.4. Cell Culture, Treatment, and Transfection

CCD-18Co fibroblasts from normal colon were obtained from the American Type Culture Collection (ATCC) and grown in Minimum Essential Medium (MEM, Sigma, Tokyo, Japan) supplemented with 10% (*v*/*v*) fetal bovine serum (FBS), 1 mM sodium pyruvate, 2 mM L-glutamine, and penicillin–streptomycin.

For fibroblast activation, CCD-18Co were starved overnight in MEM supplemented with 0.5% (*v*/*v*) FBS, 1 mM sodium pyruvate, 2 mM L-glutamine, and penicillin–streptomycin and then treated for 24 h with 10 ng/mL TGFβ1 (Cell Signaling Technology, Danvers, MA, USA).

ZNF281 silencing was performed by transfecting CCD-18Co cells with 10 nM of Silencer pre-designed siRNAs (Ambion, Austin, TX, USA) targeting ZNF281 (siZNF281) or Silencer Negative Control (siCtl) using Lipofectamine RNAiMAX Reagent (Life Technologies, Carlsbad, CA, USA), according to the manufacturer’s instructions, for 48 h. The day after transfection, cells were starved overnight in low-serum MEM and subsequently treated for 24 h with 10 ng/mL TGFβ1.

### 4.5. RNA Isolation and RT-qPCR

Total RNA was isolated from mouse colonic tissues and CCD-18Co cells using a Direct-zol™ RNA MiniPrep Kit (Zymo Research) and reverse transcribed using an IScriptTM cDNA Synthesis Kit (BioRad, Hercules, CA, USA). The qPCR amplifications were obtained by a BioRad CFX96 TouchTM Real-Time PCR Detection System using SsoAdvanced Universal SYBR Green Super Mix (BioRad).

Primers were as depicted in the supplementary data. The expression level of each mRNA was assessed using the 2^−ΔΔCt^ method, and RLP32 and GAPDH were used for the normalization of mouse and human mRNAs, respectively.

### 4.6. Protein Isolation and Western Blot

Mouse colonic tissues as well as CCD-18Co cells were lysed in ice-cold lysis buffer (50 mM Tris (pH 7.4), 5 mM EDTA, 250 mM NaCl, 0.1% Triton X-100, 1 mM phenylmethylsulfonyl fluoride, 5 mg/mL aprotinin, 5 mg/mL leupeptin, and 1 mM sodium orthovanadate), homogenized, and incubated in ice for 30 min. Samples were centrifuged at 14,000 r.p.m. for 10 min, and supernatants were collected and analyzed by Western blot.

CCD-18Co culture supernatants were collected, supplemented with protease inhibitors (Sigma), and centrifuged at 14,000 r.p.m. for 10 min. The COL4A1 secretion was analyzed in cell supernatants by Western blot and normalized on total secreted proteins, as assessed by Coomassie Brilliant Blue staining.

For Western blot analyses, the following antibodies were used: anti-ZNF281 (ab101318, Abcam), HSP70 (H-5147, Sigma), anti-β Tubulin (T7816, Sigma), and anti-COL4A1 (PA5-86127, Life Technologies). Densitometric analyses were performed using the software ImageQuant (GE Healthcare, Life Science).

### 4.7. RNA-Sequencing

RNA-seq analysis was performed at Genomix4Life S.r.l. (Italy). TruSeq Stranded Total RNA protocol was followed after Ribo-Zero Gold treatment. Single End (75 bp) sequencing was performed on NextSeq500, aiming for 20 million reads per sample.

### 4.8. Bioinformatic Analysis

Raw fastq files were quality-checked using FastQC 0.11.2 [45]. Reads were aligned to the human genome (hg38) with TopHat v 2.1.1 [46], providing the GENCODE [47] v31 gtf annotation, achieving an overall mapping rate of 97%. Counts were summarized at gene level (GENCODE v31 annotation) using htseq-count v 0.12.4 [48], with options -f bam -s reverse-m intersection-strict-secondary-alignments = ignore-supplementary-alignments = ignore′.

Raw counts were analyzed in R using the DESeq2 package [49]. Differentially expressed genes (DEGs) were defined with a cut-off of *p* < 0.05, which was adjusted using the method of Benjamini and Hochberg using afalse discovery rate (FDR) and log2 fold-change (FC) > 1 or < −1. Hierarchical clustering and heatmaps were performed using the pheatmap package [50]. Gene Ontology (GO) term analysis was performed on DAVID 2021 [23,51], selecting the GO categories Biological Process (BP) 5, Cell Component (CC) 5, and Molecular Function (MF) 5.

Raw data in fastq format as well as un-normalized counts summarized at gene level are available through GEO Accession GSE204868.

The interaction network among proteins, encoded by candidate up- and downregulated DEGs, was achieved by using STRING database v11.5 [25] and calculating it online (https://string-db.org (accessed on 24 May 2022)) using default parameters.

Pathway enrichment of candidate up- and downregulated DEGs was analyzed using the online database Reactome [26] (https://reactome.org (accessed on 25 May 2022)).

## 5. Conclusions

Currently, the specific molecular mechanisms regulating gut fibrosis and fibroblast activation in IBD remain poorly understood, and, therefore, fully established targeted therapeutic strategies to prevent or reverse intestinal fibrosis in IBD are still lacking. Shedding more light on these mechanisms is of fundamental importance for the prevention as well as treatment of IBD-related fibrosis.

Here, we identify the transcription factor ZNF281/Zfp281 as a marker of fibrosis progression in a mouse model of inflammatory-derived gut fibrosis. Moreover, we show that during colon fibroblast activation upon TGFβ stimuli, ZNF281 is required to upregulate the expression of genes involved in ECM composition, remodeling, and cell contraction.

In conclusion, our data pinpoint that ZNF281 is a novel key regulator of colon fibroblast activation and myofibroblast differentiation by mediating the transcriptional effects of TGFβ of ECM components and remodeling enzymes as well as contraction proteins. Further effort will be required to dissect the molecular mechanisms underlying this new role for ZNF281 in gut fibrosis and to assess its potential as a therapeutic target for fibrosis pathologies that accompany chronic inflammatory diseases.

## Figures and Tables

**Figure 1:**
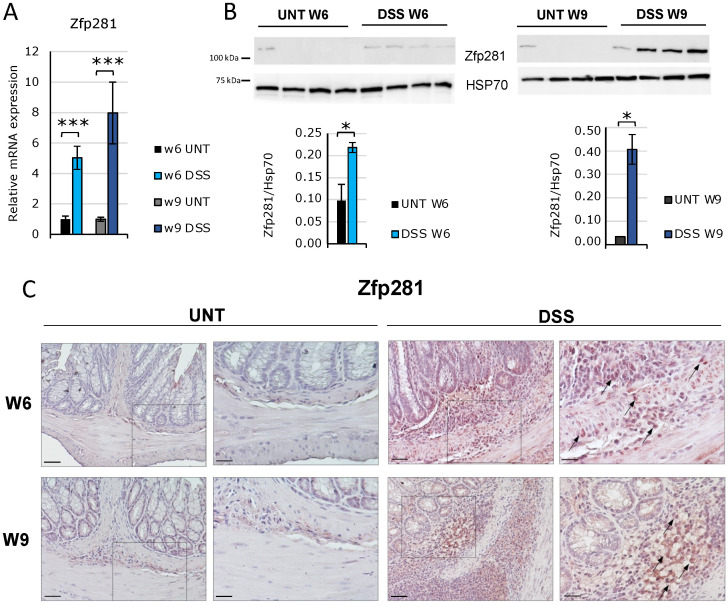
Zfp281/ZNF281 expression increased during intestinal fibrosis progression. C57BL/6 male mice were subjected to cycles of 2.5% DSS (dextran sulfate sodium) for 2 weeks, followed by 1 week of recuperation to establish a mouse intestinal fibrosis model. DSS-treated mice were sacrificed at 6 (DSS W6; *n* = 8) and 9 weeks (DSS W9; *n* = 5) of treatment along with untreated controls (UNT W6 *n* = 8; UNT W9 *n* = 8). Zfp281 mRNA (**A**) and protein levels (**B**) were analyzed in distal colon specimens. Data are expressed as mean ± SEM. * = *p*-value ≤ 0.05; *** = *p*-value ≤ 0.001. Representative photomicrographs from 4 μm colonic mucosa sections incubated with an anti-Zfp281 antibody at 20× (left panel) and 40× (right panel) magnification. The box underlines the area of the section with the highest magnification. Scale bars correspond to 20 and 10 μm, respectively. Arrows indicate Zfp281-positive inflammatory and mesenchymal cells (**C**).

**Figure 2:**
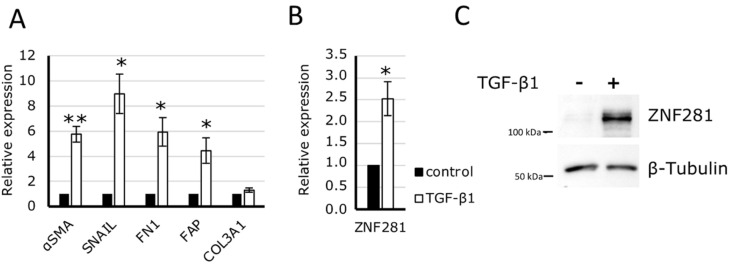
ZNF281 expression increased in the human intestinal fibroblast cell line CCD-18Co, activated by TGFβ1. CCD-18Co cells were treated with 10 ng/mL of TGFβ1for 24 h. Fibroblast activation was assessed through the dosage of several pro-fibrotic mRNAs by RT-qPCR (**A**). Inactivated colon fibroblast, ZNF281 expression was increased at both mRNA (**B**) and protein (**C**) levels. Data are expressed as mean ± SEM. * = *p*-value ≤ 0.05; ** = *p*-value ≤ 0.01 *n* = 3.

**Figure 3:**
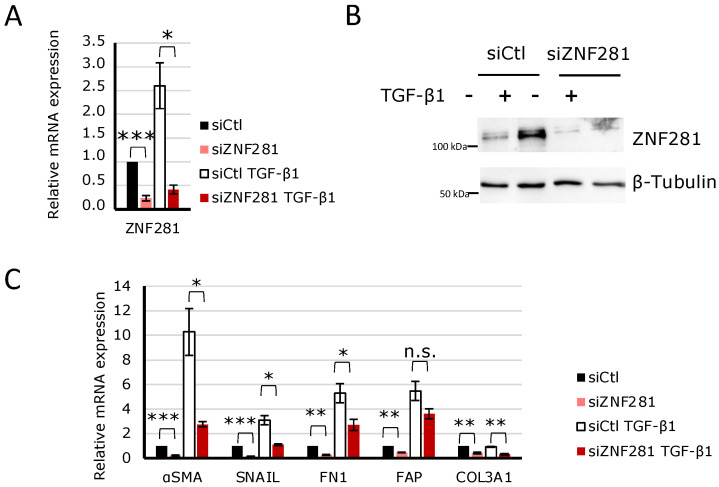
ZNF281 was required to stimulate αSMA, SNAIL, and FN1 expression in TGFβ1-activated colon fibroblasts. CCD-18Co cells were transfected with a siRNA targeting ZNF281 (siZNF281) or a negative control siRNA (siCtl). One day after transfection, cells were treated or not with 10 ng/mL of TGFβ1 for 24 h (siZNF281 TGFβ1; siCtl TGFβ1). ZNF281 silencing was verified at mRNA (**A**) and protein levels (**B**). Expression of pro-fibrotic markers was assessed by RT-qPCR (**C**). Data are expressed as mean ± SEM. * = *p*-value ≤ 0.05; ** = *p*-value ≤ 0.01; *** = *p*-value ≤ 0.001 *n* = 3, n.s. = non significant.

**Figure 4:**
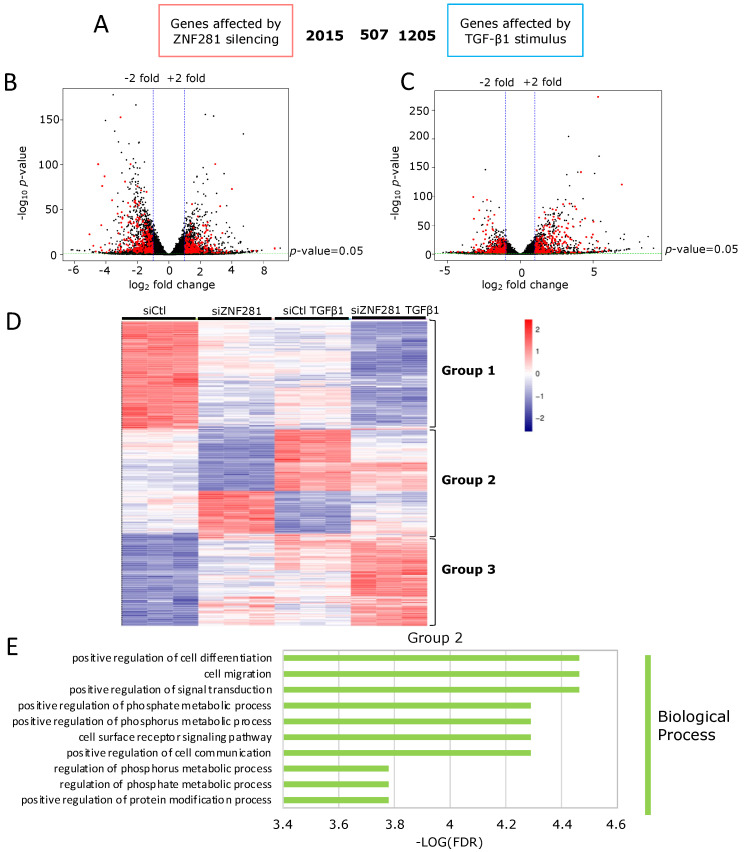
TGFβ1 regulated the expression of fibrosis-related genes, mainly involved in cell differentiation and cell migration, via ZNF281.Venn diagram depicting DEGs, as assessed by RNA-seq after ZNF281 silencing or TGFβ1 stimulus and their intersection (**A**). Volcano plot depicting differential gene expression, as assessed by RNA-seq after ZNF281 silencing (**B**) or after TGFβ1 stimulus (**C**); the 507 common genes are highlighted in red. Heatmap depicting expression of the 507 DEGs whose expression is affected by both ZNF281 silencing and by TGFβ1 stimulus (**D**). Top-enriched GO terms in the Biological Process category in genes belonging to Group 2 (**E**).

**Figure 5:**
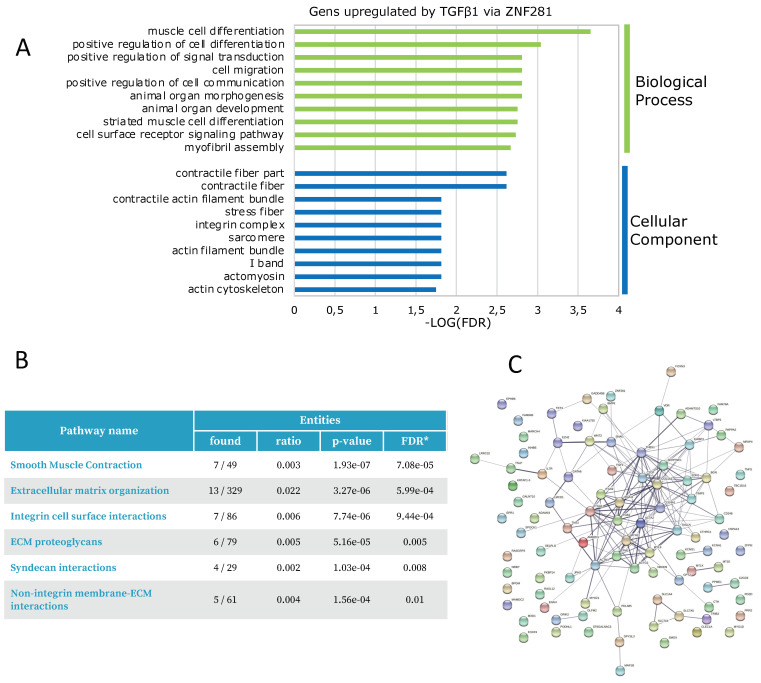
In TGFβ1-activated colon fibroblasts, ZNF281 controlled the upregulation of genes involved in myofibroblast differentiation, cell migration, contractile fibers, and integrin complexes. Functional analysis of 102 genes from Group 2, upregulated by TGFβ1 via ZNF281, was performed. Top-enriched GO terms in the Biological Process (BP) and Cellular Component (CC) categories (**A**). Reactome Biological pathway enrichment (**B**). STRING protein–protein interaction (PPI) network. The edges indicate both functional and physical protein associations (**C**).

**Figure 6:**
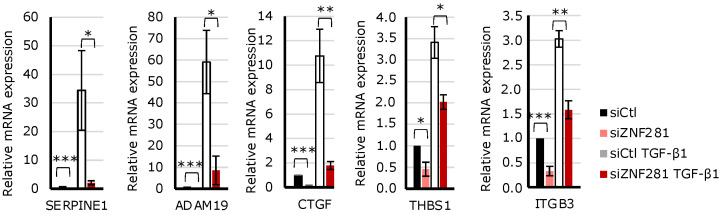
SERPINE1, ADAM19, CTGF, THBS1, and ITGB3 were upregulated by TGFβ1 via ZNF281 in colon fibroblasts. Expression of pro-fibrotic markers selected from RNA-seq data analysis was assessed by RT-qPCR in siCtl, siCtl TGFβ1, siZNF281, and siZNF281 TGFβ1 CCD-18Co cells. Data are expressed as mean ± SEM. * = *p*-value ≤ 0.05; ** = *p*-value ≤ 0.01; *** = *p*-value ≤ 0.001 *n* = 3.

**Figure 7:**
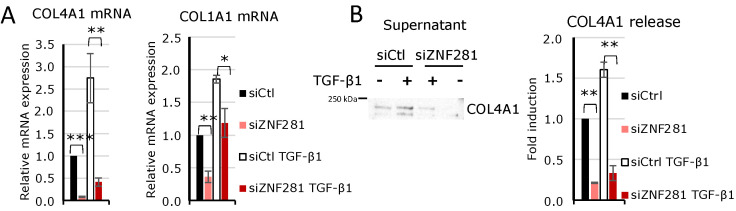
In TGFβ1-activated colon fibroblasts, ZNF281 controlled the expression of collagens COL4A1 and COL1A1 and COL4A1 secretion. Expression of COL4A1 and COL1A1 mRNAs was assessed by RT-qPCR in siCtl, siCtl TGFβ1, siZNF281, and siZNF281 TGFβ1 CCD-18Co (**A**). COL4A1 secretion was analyzed in cell supernatants by Western blot and normalized on total secreted proteins. Densitometric analysis was performed (**B**). Data are expressed as mean ± SEM. * = *p*-value ≤ 0.05; ** = *p*-value ≤ 0.01; *** = *p*-value ≤ 0.001; *n* = 3.

## Data Availability

The datasets generated for this study can be found in the GEO repository through GEO Accession GSE204868 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204868 (accessed on 25 May 2022)).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231810261/s1.

# Supplementary material for: ZNF281 Promotes Colon Fibroblast Activation in TGFβ1-Induced Gut Fibrosis
**Source:** Int J Mol Sci. 2022 Sep 6;23(18):10261. doi: 10.3390/ijms231810261
**Supplement:** Supplementary file 1

## Supplementary Data

List of murine and human primers

| Species             | Gene          | Forward Primer (5'>3')     | Reverse Primer (5'>3')  |
|---------------------|---------------|----------------------------|-------------------------|
| <i>mus musculus</i> | Col3a1        | GCCCACGCCTTCTACAC          | CCAAGCTCGGTCACACTGACA   |
|                     | E-cad         | CAGCCGGTCTTTGAGGGATT       | GGTAACTCTCTCGGTCCAGC    |
|                     | Fn1           | AAGAGGTTGTGACTGTGG GC      | ATGGCGTAATGGGAAACCGT    |
|                     | Il-6          | CAAGTCGGAGGCTTAATTACACATG  | TGCCATTGCACAACCTCTTTCCT |
|                     | Mmp9          | TGTCTGGAGATTCGACTTGAAGTC   | TGAGTTCCAGGGCACACCA     |
|                     | Rpl32         | TGTGCAACAAATCTTACTGTGCT    | TGCACACAAGCCATCTACTCA   |
|                     | Snail         | GCGGAGTTGACTACCGACC        | GAAGGTGAACTCCACACACG    |
|                     | Tgfb1         | TGGCGATACCTCAGCAACC        | CTCGTGGATCCACTTCCAG     |
|                     | Tnf- $\alpha$ | CAGACCCTCACACTCCAGATCATCTT | CCACTTGGTGGTTTGCTACGA   |
|                     | Vim           | AGACCAGAGATGGACAGGTGA      | TTGCGCTCCTGAAAACTGC     |
|                     | $\alpha$ Sma  | ACCATTGGAAACGAACGCT        | TTTCGTGGATGCCCCGCTG     |
| <i>homo sapiens</i> | ADAM19        | GCAATGCCTCTAATTGTACCCTG    | GAGCCAACAGCTTACACTGG    |
|                     | COL1A1        | TGATGGGATTCCCTGGACCT       | TCCAGCCTCTCCATCTTTGC    |
|                     | COL3A1        | TCGAGGCAGTGATGGTCAAC       | GGTCCAACCTCACCCCTTAGCA  |
|                     | COL4A1        | GGTGTTGCAGGAGTGCCAG        | GCAAGTCGAAATAAACTCACCAG |
|                     | CTGF          | AGGAGTGGGTGTGTGACGA        | CCAGGCAGTTGGCTCTAATC    |
|                     | FAP           | CCCACGCTCTGAAGACAGAA       | AGTTATGAACTCTTGAAGGGCGT |
|                     | FN1           | AGACCATACCTGCCGAATGTAG     | GAGAGCTTCCTGTCCTGTAGAG  |
|                     | GAPDH         | GAAATCCCATCACCATCTTCCAGG   | GAGCCCCAGCCTTCTCCATG    |
|                     | ITGB3         | CATGGATTCCAGCAATGTCCTCC    | TTGAGGCAGGTGGCATTGAAGG  |
|                     | SERPINE1      | CACAAATCAGACGGCAGCAC       | GGGCGTGGTGAACCTCAGTATAG |
|                     | SNAIL         | CTCTAGGCCCTGGCTGCTA        | AGTGGGGACAGGAGAAGGG     |
|                     | THBS1         | GCTGGAAATGTGGTGCTTGTC      | CTCCATTGTGGTTGAAGCAGGC  |
|                     | ZNF281        | GCCATCCTCTCCCCAAGTC        | GAGCTTCGGAAAGCAGCACTA   |
|                     | $\alpha$ SMA  | CCGACCGAATGCAGAAGGA        | ACAGAGTATTTGCGCTCCGAA   |

## Supplementary Figures and Tables

### Supplementary Figures

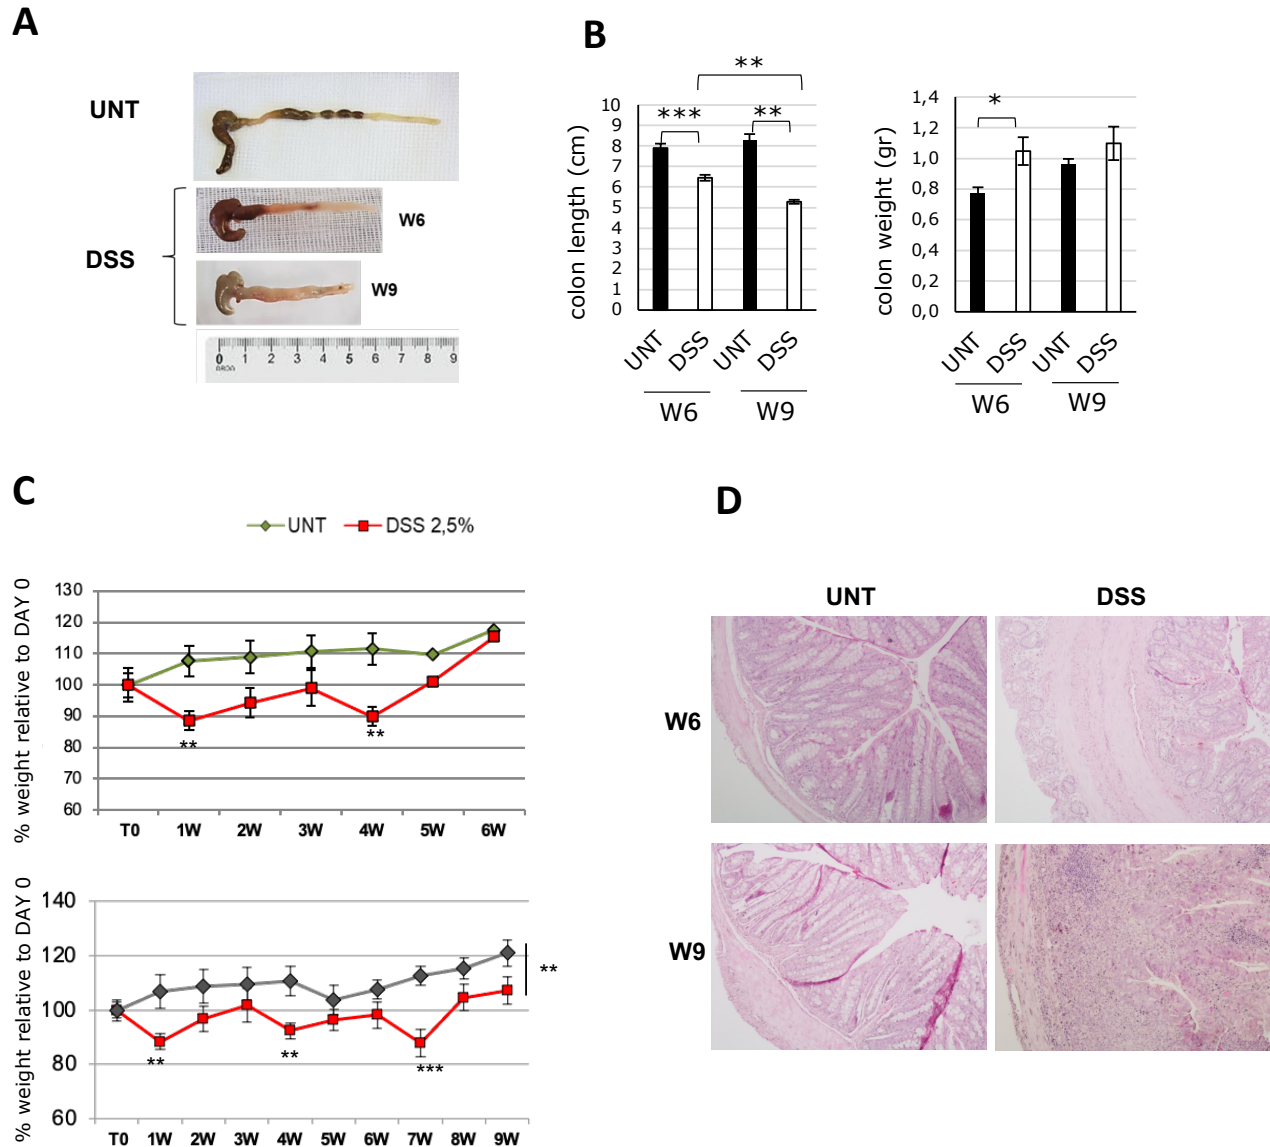

**Figure S1.** C57BL/6J male mice were subjected to cycles of 2.5% DSS (dextran sulfate sodium) for 2 weeks followed by 1 week of recuperation to establish mice intestinal fibrosis model. DSS-treated mice were sacrificed at 6 (DSS W6; n=8) and 9 weeks (DSS W9; n=5) of treatment along with untreated controls (UNT; n=8). To verify the progression of chronic intestinal inflammation and fibrosis, colon length and weight (A and B), body weight (C) were measured. Hematoxylin and Eosin staining (D) confirmed that DSS successfully induced chronic intestinal fibrosis. Data are expressed as mean  $\pm$  SEM. \* = p-value  $\leq$  0.05; \*\* = p-value  $\leq$  0.01; \*\*\* = p-value  $\leq$  0.001

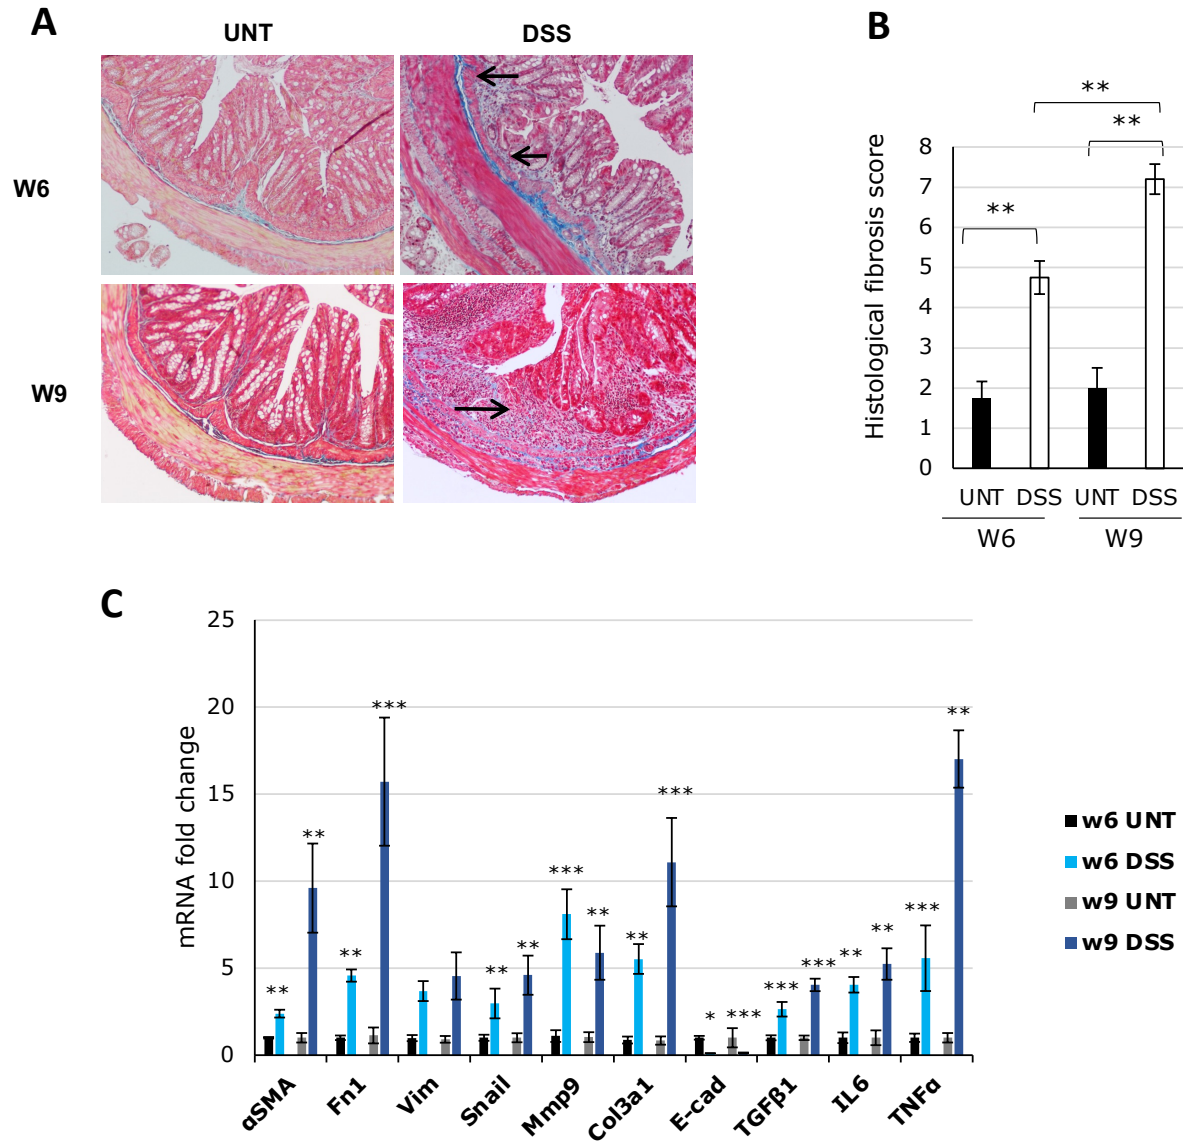

**Figure S2.** Masson's trichrome stain was assessed on murine colon sections (A, *black arrows* indicate collagen fiber deposition) and histological fibrosis scoring was calculated (B). mRNA expression analysis of fibrosis and inflammation markers by qRT-PCR confirmed occurrence of intestinal fibrosis. UNT, untreated animals; DSS, dextran sulfate sodium; W6, week 6 of treatment; W9, week 9 of treatment. Data are expressed as mean ± SEM. \* = p-value ≤ 0.05; \*\* = p-value ≤ 0.01; \*\*\* = p-value ≤ 0.001

A

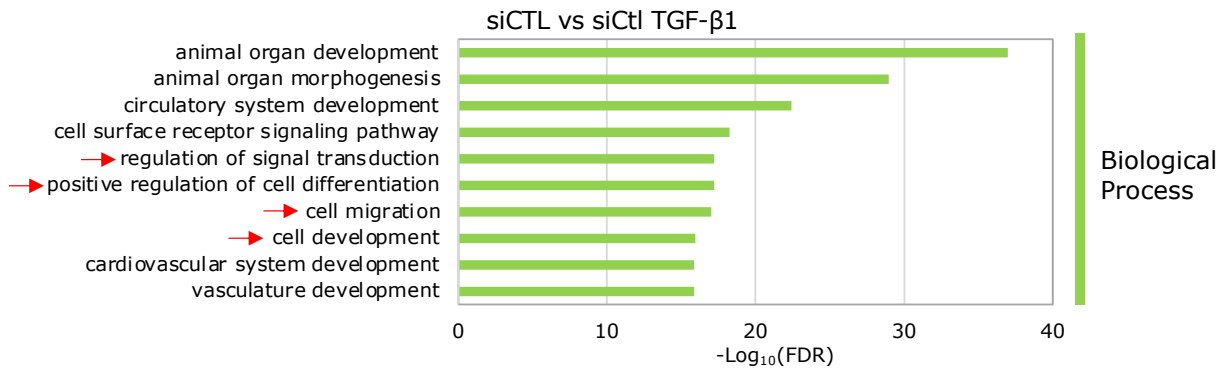

B

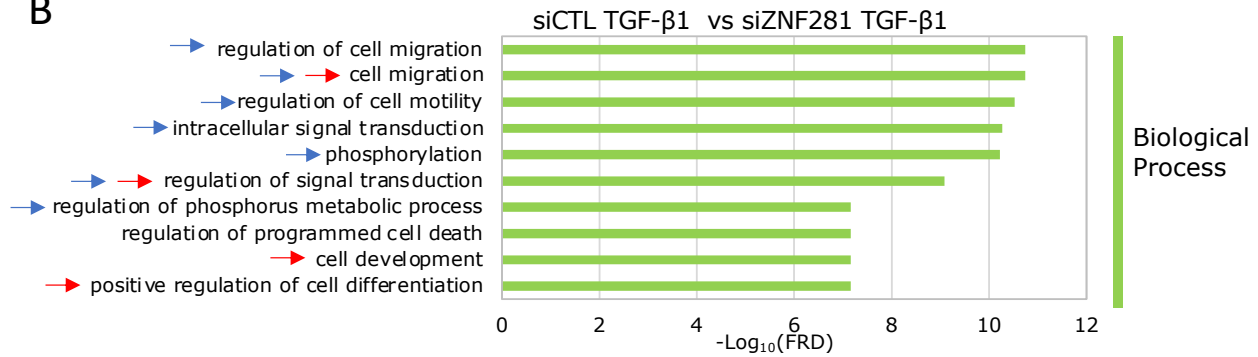

C

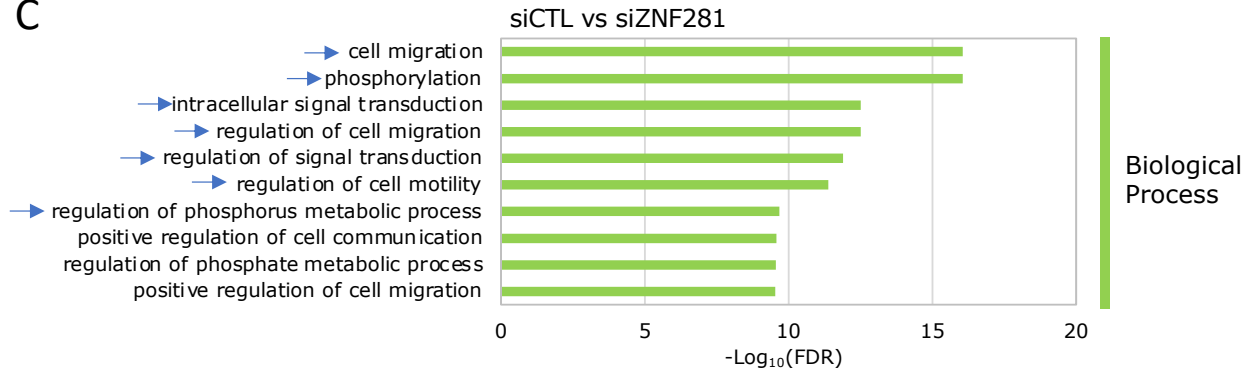

**Figure S3.** Top-10 Gene Ontology (GO) terms enriched in DEGs between siCTL and siCTL TGF $\beta$ 1 (A), siCTL TGF $\beta$ 1 and siZNF281 TGF $\beta$ 1 (B) and siCTL and siZNF281 (C) treated cells in the Biological Process (BP) category. Red arrows indicated GO terms shared between A and B; blue arrows indicated GO terms shared between B and C.

A

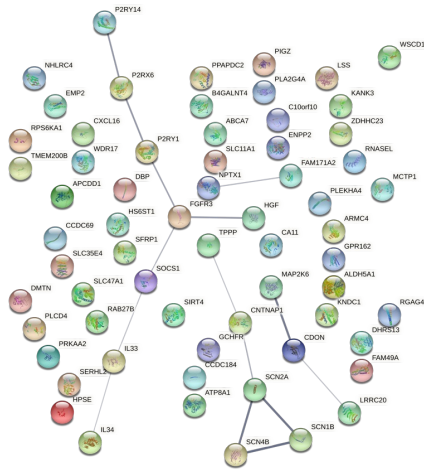

B

| Pathway name                                  | Entities |       |          |       |
|-----------------------------------------------|----------|-------|----------|-------|
|                                               | found    | ratio | p-value  | FDR*  |
| Interaction between L1 and Ankyrins           | 4 / 33   | 0.002 | 3.65e-05 | 0.006 |
| Phase 0 - rapid depolarisation                | 4 / 34   | 0.002 | 4.09e-05 | 0.006 |
| L1CAM interactions                            | 6 / 130  | 0.009 | 8.71e-05 | 0.008 |
| FGFR3 mutant receptor activation              | 3 / 17   | 0.001 | 1.22e-04 | 0.008 |
| Signaling by activated point mutants of FGFR3 | 3 / 17   | 0.001 | 1.22e-04 | 0.008 |

**Figure S4.** Functional analysis of 71 genes from Group 2m, downregulated by TGF $\beta$ 1 via ZNF281. Protein-protein interaction (PPI) network was built by STRING (<https://string-db.org>). The edges indicate both functional and physical protein associations (A). Biological pathway enrichment was performed using Reactome (<https://reactome.org>) (B).

## Supplementary Tables

**Table S1.** Differentially expressed genes (DEGs) between CCD18-Co cells exposed to TGFβ1 (siCtl TGF β1) or not (siCtl), after ZNF281 silencing (siZNF281; siZNF281 TGFβ1), as assessed by RNA-sequencing (adj P-value < 0.05, log2FC >1.0)

**Table S2.** Gene Ontology (GO) term enrichment analysis of DEGs between siCtl and siCtl TGFβ1 treated cells (FDR< 0.05).

**Table S3.** GO term enrichment analysis of DEGs between siCtl TGFβ1 and siZNF281 TGFβ1 treated cells (FDR< 0.05).

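Each term of Table S3 comes with its number of genes and a list of them, which is shortened for the larger terms. Of 1240 genes listed in this table and matched here, 99.7% were called between siZNF281 TGFβ1 and siCtl TGFβ1 cells and 35.7% between siZNF281 TGFβ1 and siZNF281 cells.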

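The genes listed by term in a table of this kind can be looked up in the counts. Of 1333 genes listed in Table S4 and matched here, 98.9% were called between siZNF281 and siCtl cells and 65.0% between siZNF281 TGFβ1 and siCtl TGFβ1 cells. Of 1034 genes listed in Table S2 and matched here, 99.1% were called between siCtl TGFβ1 and siCtl cells.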

**Table S4.** GO term enrichment analysis of DEGs between siCtl and siZNF281 treated cells (FDR< 0.05).

**Table S5.** GO term enrichment analysis of DEGs belonging to Group 2 (FDR< 0.05).

**Table S6.** GO term enrichment analysis of DEGs belonging to Group 1 and 3 (FDR< 0.05)

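Table S7 gives the log2 fold changes by silencing and by TGFβ1 from the untreated and siCtl cells, so a gene with a negative value for silencing and a positive value for TGFβ1 is lowered by siZNF281 and raised by TGFβ1. It holds no value for the siZNF281 TGFβ1 group. In the counts, the 101 tested genes that it lists as raised had a median log2 fold change of -1.20 between siZNF281 TGFβ1 and siCtl TGFβ1 cells, and the 71 lowered genes 1.39.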

**Table S7.** Genes belonging to Group 2 including genes on which ZNF281 silencing and TGFβ1 treatment have opposite effects. ZNF\_log2\_FC, log2 fold-change in siCtl vs siZNF281; ZNF\_Adj\_p-value, adjusted p-value in siCtl vs siZNF281; TGF\_log2\_FC log2 fold-change in siCtl vs siCtl TGFβ1; TGF\_Adj\_p-value, adjusted p-value in siCtl vs siCtl TGFβ1.

**Table S8.** GO term enrichment analysis (FDR< 0.05) of 102 genes up-regulated by TGFβ1 (siCtl vs siCtl TGFβ1) and downregulated when ZNF281 was silenced (siCtl vs siZNF281) (adj P-value < 0.05, log2FC >1.0).

How the deposited data were processed for this re-analysis (not part of the article)

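RNA-sequencing was analysed in 12 libraries of CCD-18Co colon fibroblasts, 3 in each of the 4 groups siCtl, siCtl TGFβ1, siZNF281, and siZNF281 TGFβ1. Groups and replicate numbers were taken from the sample labels, and doses and times from the paper's methods. The mouse tissue, RT-qPCR, and protein measurements of the paper were not analysed here.

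The authors aligned single-end reads of 75 bp to hg38 with TopHat, counted them per gene with htseq-count, and deposited the resulting raw counts, without normalization, pooling, or a filter on genes. Each file ends with 5 summary lines of htseq-count, which were read only for the number of alignments that were not counted. Reads counted on genes numbered 11667274 to 12981311 per library in siCtl, 12415007 to 13614075 in siCtl TGFβ1, 9311393 to 11723410 in siZNF281, and 10771841 to 11193276 in siZNF281 TGFβ1 cells. A single count corresponds to 0.0735 to 0.107 CPM depending on the library. Between replicates of a group, the chi-square per gene was 6.125 to 23.6, so the spread between replicates was larger than counting error.

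Gene identifiers were matched to symbols with GENCODE v44, which gave a symbol to 60306 of them (99.5%). Coordinates, exons, and 3′ UTRs also come from this annotation on hg38. The main model was fitted with R 4.3.3 and edgeR 4.0.16. Counts were filtered with filterByExpr, normalized with TMM, and fitted with glmQLFit in a model with 1 mean per group. The contrasts were TGFβ1 in siCtl cells, siZNF281 in untreated cells, siZNF281 in TGFβ1-treated cells, TGFβ1 in siZNF281 cells, and the interaction, which is the difference between the TGFβ1 effects in siZNF281 and siCtl cells. Genes were called with glmQLFTest at a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 1. The interaction was called at the adjusted p-value without a fold change threshold. Group means and SDs are TMM-normalized CPM. A fold against a group in which every library had 3 counts or fewer is given as a lower bound computed at 3 counts.

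The genes named are those that the paper's results name, COL3A1 and GAPDH from its figures and methods, and for each contrast the 2 genes with the lowest adjusted p-value in each direction among those past the thresholds and changed the same way in all 3 same-numbered sets of libraries. A gene that the paper names is not reported here. Any other gene is named after its values were seen, and the text says so. The model, the contrasts, this rule, and the alternatives below were chosen before the data were examined.

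The alternatives were DESeq2 1.42.0 on the 12 libraries or on the compared groups alone, RLE size factors, the library size as the only normalization, at least 10 counts in every library, no filter beyond 1 count in any library, edgeR on the compared groups alone, the replicate number as a factor, the adjusted p-value alone, glmTreat against an absolute log2 fold change of 1, the genes of Table S7, hierarchical clustering in place of the signs, and leaving out each library in turn. DESeq2 was run with its default independent filtering at 0.1. It had first been run at 0.05, and both that setting and a design with an intercept are given as alternatives chosen after the data were seen. The number of groups taken from the clustering tree, 4, was also chosen after the paper's heatmap had been seen. The paper names DESeq2, the thresholds, and the adjustment, and its text does not give the design formula or the independent filtering.

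Motifs were tested in 12334 genes with a 3′ UTR of at least 50 nt. The rank of the log2 fold change was regressed on the presence of each 7-mer, with 3′ UTR length, GC content, and expression and their squares in the model. A 7-mer needed 50 genes, and 16208 were tested. Shares of genes with a 7-mer were compared with 10000 random lists matched on 3′ UTR length in 10 bins. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

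The main model was tested on simulated data. The simulated counts held no effect of the replicate number, and far fewer genes were changed than were called in the data. The rates that follow therefore hold for that setting only. Of 195 genes given a simulated change in 14256 genes run, the test of TGFβ1 in siCtl cells called 95.9%, with 5 false calls. The interaction test called 82.8% of 198 genes with 10 false calls. Without a simulated change, 0 genes were called, and 666 to 674 had an unadjusted p-value below 0.05. A model with the replicate number called 96.4%, and DESeq2 called 91.5% of 200 genes. In the motif regression the 7-mer given a shift ranked 1 and without a shift 0 7-mers passed the limit.

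Terms of Gene Ontology, Reactome pathways, and protein networks were not tested here. The genes that the paper's supplementary tables list for a term were looked up in the counts.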

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

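Each test in this part was set out before its result was seen. The results below stand out because the TGFβ1 effect differs between siZNF281 and siCtl cells, or because they come from comparisons or genes for which the paper's text gives no such number.

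The TGFβ1 effect differed between siZNF281 and siCtl cells for 901 genes (adjusted p-value below 0.05, without a fold change threshold), 436 with a positive and 465 with a negative difference. At an unadjusted p-value below 0.05 there were 2937 genes. The paper does not report a test of this difference. Library size was weighed first, since siZNF281 libraries were smaller. With every library thinned to 9311393 counts, 831 genes were called, and 778 of them were among the 901. A few genes taking most of the counts was weighed next, and the share of the 10 genes with the most counts differed between groups by 2.54 percentage points at most. The files hold raw counts, so no normalization by the authors applies. The siRNA label was then reassigned over the 6 same-numbered pairs of an untreated and a TGFβ1-treated library, in a model with the pairs as a factor. In that model the real assignment gave 1837 genes, and 1 of the 4 assignments with a pair of each number per siRNA gave as many, the real one itself. The other assignments of the 10 gave 0 genes, with 219 to 509 at an unadjusted p-value below 0.05. The share of 1 in 4 is the smallest that 4 assignments can give, so the share was fixed in advance and by itself the difference cannot be told apart from a chance assignment of the labels. Neither library size nor a few abundant genes accounts for it in these tests. A change of the TGFβ1 response by the transfected siRNA, through ZNF281 or otherwise, remains a candidate explanation, and GC content, transcript length, and reads shared between related genes were not tested for this difference.

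Among the genes the paper names, the difference between the TGFβ1 effects was called for 7 that are reported here. It was positive, a larger rise after silencing, for FN1 (0.88, SE 0.18, adjusted p = 0.0063), FGF1 (1.79, SE 0.38, adjusted p = 0.00757), COL4A1 (1.12, SE 0.16, adjusted p = 0.00036), THBS1 (1.02, SE 0.21, adjusted p = 0.00697), ITGA11 (0.61, SE 0.15, adjusted p = 0.0214), ITGB3 (1.03, SE 0.16, adjusted p = 0.00052), and TPM1 (1.095, SE 0.18, adjusted p = 0.00134). All 7 differences had the same direction in all 3 same-numbered sets of libraries. That of ITGA11 lies near the threshold and was not called in some of the fits that left out a library. The difference was also called, with the replicate number in the model, for FAP (0.56, adjusted p = 0.0155, in a range of 0.0155 to 0.223 over the alternatives) and CCN2 (0.91, adjusted p = 0.00104, in a range of 2.87e-06 to 0.484). Without a filter on low counts it was called for FAP (0.57, adjusted p = 0.0477), CCN2 (0.85, adjusted p = 2.87e-06), and COL1A1 (0.54, adjusted p = 0.00775, in a range of 0.00775 to 0.598). The tests of the preceding paragraph, with 831 genes called after thinning, cover these genes as part of all genes, and no explanation was tested for any of them singly.

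TGFβ1 changed 2450 genes within siZNF281 cells, 1086 raised and 1364 lowered, a comparison for which the paper's text names no number of genes. The balance of directions depended on the setting. With the library size as the only normalization 850 genes were raised and 1887 lowered, and with glmTreat 641 were raised and 546 lowered. The replicate number in the model gave 2512 genes, 2443 of them among the 2450. Of the 10 splits of the 6 libraries, 4 part every same-numbered pair, and 1 of the 4 gave as many genes, the real one itself. The other 9 splits gave 0 genes, with 188 to 247 at an unadjusted p-value below 0.05 in those that part every pair and 315 to 818 in those that do not. The share of 1 in 4 is the smallest that 4 splits can give, so by this share alone the count cannot be told apart from one of a chance split. After thinning, 2373 genes were called. The same test gave 1 of 4 splits for TGFβ1 in siCtl cells, for siZNF281 in untreated cells, and for siZNF281 in TGFβ1-treated cells, and their other splits gave 0 genes, with 208 to 1024 at an unadjusted p-value below 0.05 over the splits that do not part every pair and 183 to 369 over the others.

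Of the 106 genes raised by TGFβ1 in siCtl cells and lowered by siZNF281 in untreated cells, 34 had a larger TGFβ1 effect in siZNF281 cells by the test of the difference, and 3 had a smaller one. The paper describes the TGFβ1 effect on these genes as reduced, from its reading of the siZNF281 TGFβ1 samples. In these, 58 of the 106 were called lower here than in siCtl TGFβ1 cells. Genes selected as low in the siZNF281 libraries can show a larger TGFβ1 effect against the same libraries through noise alone. This was tested by selecting the genes without 1 siZNF281 library and taking the TGFβ1 effect in siZNF281 cells against that library alone. The median retained effect was 121.2%, 130.8%, and 132.3% for the 3 libraries, 128.1% on average, beside 132.7% over all libraries. The value set out for this explanation was one below 100%, and noise alone with equal effects would give about 100%. Selection on noise in the siZNF281 libraries therefore accounts for little of the pattern. The held-out test does not cover selection on the size of the effect. The 106 genes were picked by the siZNF281 effect in untreated cells, and a ratio above 100% means a smaller effect in TGFβ1-treated cells. Genes listed for cell migration had median siZNF281 effects of -1.10 in untreated and -0.70 in TGFβ1-treated cells in Table S4. In Table S3, picked in TGFβ1-treated cells, they were -0.92 and -1.22. No list free of this selection was compared. Noise in the siCtl libraries, which acts on both effects in the selection, was not tested. A TGFβ1 response of these genes that starts from a lower level and runs in parallel to ZNF281 is a hypothesis that the values leave open.

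GAPDH, the reference of the paper's RT-qPCR of human cells, was higher in siZNF281 than in siCtl cells, with a log2 fold change of 1.095 in untreated (SE 0.10, adjusted p = 4.9e-08) and 0.90 in TGFβ1-treated cells (SE 0.10, adjusted p = 5.2e-07), in 3 of 3 same-numbered pairs each. TGFβ1 changed it by -0.03 in siCtl and -0.23 in siZNF281 cells. Scaling of the libraries was tested with RLE size factors, the library size alone, and DESeq2. The lowest log2 fold change over these was 0.89, in TGFβ1-treated cells with DESeq2 (adjusted p = 2.63e-26, range over the 3 scalings up to 5.61e-07), so scaling does not account for the rise. The other genes of glycolysis rose as a group. The median log2 fold change of 15 listed genes without GAPDH and ENO2 was 0.93 in untreated and 0.69 in TGFβ1-treated cells, and the lower of the percentiles among 10000 lists matched on expression was 99.99. A rise of glycolysis genes with the siZNF281 transfection is a candidate explanation for GAPDH. Reads shared with related sequences elsewhere in the genome were not tested, and the values do not show whether the rise follows from ZNF281 or from other effects of the siRNA.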

How the results depend on the processing

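No test was run in this part beyond the alternatives. The alternatives below were chosen before the data were examined, apart from a DESeq2 design with an intercept and DESeq2 independent filtering at 0.05, which were chosen after seeing the data, and the number of clusters, chosen after the paper's heatmap had been seen.

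The median TGFβ1 effect retained in siZNF281 cells by the opposite genes raised by TGFβ1 was 132.7%. It lay between 130.0% and 136.8% under 11 alternatives and from 125.7% to 142.4% across the 12 fits that each left out 1 library, the highest without siCtl_TGFb1 replicate 3, which moved it by more than the spread between replicates. In none of these fits did it fall below 100%. The lists in all of these fits were selected on the siZNF281 effect in untreated cells, which by itself can raise the ratio.

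Counts of genes changed mostly with the fold change rule. With the adjusted p-value alone, TGFβ1 called 5646 genes in siCtl and 6782 in siZNF281 cells, and siZNF281 called 7691 in untreated and 7584 in TGFβ1-treated cells, 5551 of them shared. Then 3325 genes were called in both comparisons, 2022 in the same direction, and 751 and 552 in opposite directions, with 540 of the 751 lower in siZNF281 TGFβ1 cells and 22 opposite genes with a smaller TGFβ1 effect after silencing. With glmTreat these numbers were 670, 1187, 1074, 1108, 632, 109, 74, 29, 6, 13, and 1. With at least 10 counts in every library, TGFβ1 called 1005 genes in siCtl and 1530 in siZNF281 cells and siZNF281 called 1683 in untreated cells, with 307 in both, 185 in the same direction, and 44 opposite genes lowered by TGFβ1. DESeq2 on the compared groups alone gave 58 such opposite genes. The replicate number in the model raised the genes with a different TGFβ1 effect from 901 to 1711. It gave 10 opposite genes with a smaller effect after silencing, against 3 in the main model, 8 without a filter on low counts, and 12 when p-values were adjusted over the genes of Table S7 alone. For each of these the cause was not tested. The difference between the TGFβ1 effects has no value with the compared groups alone or under the fold change rules, since it uses all groups and no threshold.

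Other counts stayed within 1.5 times the main value. DESeq2 on the 12 libraries gave 1713, 2522, 2611, and 2476 genes for TGFβ1 in siCtl cells, siZNF281 in untreated cells, siZNF281 in TGFβ1-treated cells, and TGFβ1 in siZNF281 cells, 507 in both of the first comparisons, 102 and 71 in opposite directions, and 1058 with a different TGFβ1 effect. Its design with an intercept gave 1713, 2529, 2611, 2476, 505, 102, 71, and 1071, and filtering at 0.05 gave 1719, 2522, 2611, 2483, 506, 102, 70, and 1071. Clustering gave 109 and 92 opposite genes and 373 in the same direction. The library size alone shifted the median log2 fold change of all genes to -0.19 for TGFβ1 in siCtl and to -0.22 in siZNF281 cells, with 690 raised and 1297 lowered genes in siCtl cells, and 74 and 137 opposite genes.

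Across the 12 fits that each left out 1 library, the counts went from 1586 to 1850 for TGFβ1 in siCtl cells, 2447 to 2667 for siZNF281 in untreated cells, 2510 to 2705 for siZNF281 in TGFβ1-treated cells, 2296 to 2551 for TGFβ1 in siZNF281 cells, and 659 to 919 for a different TGFβ1 effect. Genes called in both numbered 492 to 581, in opposite directions 93 to 111 and 64 to 91, and in the same direction 333 to 382. The siZNF281 lists shared 1541 to 1604 genes, and 47 to 69 opposite genes were lower in siZNF281 TGFβ1 cells. From 2 to 6 opposite genes had a smaller TGFβ1 effect after silencing, 6 without siCtl_TGFb1 replicate 2, and the cause was not tested.

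For the named genes, the alternatives that keep all libraries gave 914 values with the same direction and side of the threshold, 6 weaker and 7 stronger. With the library size alone, the TGFβ1 effect in siCtl cells fell under the threshold for ZNF281, COL1A1, COL4A1, and THBS1. Leaving out libraries gave 1477 such values, 13 weaker, 7 stronger, and 3 with the opposite sign. The difference between the TGFβ1 effects was no longer called for ITGA11 in 4 of the 12 fits, with adjusted p-values of 0.00188 to 0.0634 over its alternatives. FAP by siZNF281 in untreated cells ranged from -0.1828 to 0.0124, positive without siCtl replicate 2. The difference between the TGFβ1 effects on ADAM19 ranged from -0.2902 to 0.047, positive without siCtl_TGFb1 replicate 3, and that on MYOZ1 from -0.1776 to 0.8854, negative without siZNF281 replicate 1. None of the 3 was called in the main model, and the cause was not tested.

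Depth limits the genes with few counts. ITGA9 had at most 2 counts in any siZNF281 library and MYOZ1 at most 1, so their folds in untreated cells are lower bounds, at least 4.57-fold and 1.93-fold lower, and a difference between TGFβ1 effects on them is poorly measured.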

Differences from the paper's values

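The numbers of differentially expressed and overlapping genes in the paper's text did not differ from those here by more than 1.5 times. The paper's values are 1712 genes for TGFβ1 in siCtl cells, 2522 for siZNF281 in untreated cells, 2478 for siZNF281 in TGFβ1-treated cells, 507 in both of the first comparisons, and 102 and 71 with opposite effects, against 1770, 2539, 2595, 574, 106, and 92 here. DESeq2 on the 12 libraries, set before the data were examined, gave 1713, 2522, 2611, 507, 102, and 71, and so reached the paper's value in 4 of the 6. For TGFβ1 within siZNF281 cells, for which the paper's text names no count, 2450 genes were called here and 2476 by DESeq2. The paper's 2478, given for siZNF281 in TGFβ1-treated cells, is nearer to this 2476 than to 2611. The Table S1 sheet with that title also follows TGFβ1 within siZNF281 cells (Pearson correlation of 0.999 across genes). The genes of Table S3 go the other way, with 99.7% called for siZNF281 in TGFβ1-treated cells and 35.7% for TGFβ1 within siZNF281 cells. Which comparison the 2478 counts is therefore not settled. The Table S7 values of the genes named did not differ.

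Table S1 has a sheet whose title names siCtl TGFβ1 and siZNF281 TGFβ1 cells. Its log2 fold changes for 18 of the genes named here differ from those computed between these groups, and none of the 20 alternatives set before the data were examined closed the gap for any of them (19 alternatives gave a value for FGF1, ITGA9, MYH11, and MYOZ1). The log2 fold change is the paper's 3.82212 against -0.97 here for ACTA2, the paper's 2.20626 against -0.83 here for SNAI1, the paper's 2.88049 against 0.0928 here for FN1, and the paper's 2.81744 against 0.47 here for FAP. For the next genes it is the paper's 3.47861 against -1.06 here for CCN2, the paper's 4.66342 against 0.24 here for FGF1, the paper's 1.61522 against -0.51 here for COL1A1, and the paper's 2.29064 against -1.32 here for COL4A1. Further values are the paper's 2.19163 against -0.30 here for THBS1, the paper's 5.17393 against -2.39 here for ADAM19, the paper's 1.40673 against -1.49 here for ITGA1, and the paper's 2.28447 against -1.26 here for ITGA11. The values that follow are the paper's 4.07814 against -1.38 here for ITGA9, the paper's 2.29095 against -0.22 here for ITGB3, the paper's 2.06571 against -0.91 here for TNS1, and the paper's 3.60539 against -2.83 here for MYH11. The remaining values are the paper's 4.6211 against -2.46 here for MYOZ1, and the paper's 3.37824 against -0.28 here for TPM1. Over the 1823 genes of this sheet matched here, the paper's values had a Pearson correlation of 0.448 across genes with those for siZNF281 in TGFβ1-treated cells (root mean square difference 2.08) and of 0.999 with those for TGFβ1 within siZNF281 cells (root mean square difference 0.0778). In the sheets for TGFβ1 in siCtl cells and for siZNF281 in untreated cells, the correlations with the comparisons of the same name were 0.9995 and 0.9998.

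The folds in the RT-qPCR figures were read by eye as the siZNF281 bar over the siCtl bar, and they are compared with the folds of the sequenced libraries, whose culture the paper does not state to be the same. ZNF281 in Fig. 3A has a fold of about 0.2 in untreated and about 0.15 in TGFβ1-treated cells as the paper's values read by eye, against 0.404 and 0.294 here. ACTA2 in Fig. 3C has a fold of about 0.2 in untreated and about 0.27 in TGFβ1-treated cells as the paper's values read by eye, against 0.376 and 0.512 here. SNAI1 in Fig. 3C has a fold of about 0.15 in untreated and about 0.35 in TGFβ1-treated cells as the paper's values read by eye, against 0.458 and 0.561 here. FN1 in Fig. 3C has a fold of about 0.25 in untreated and about 0.51 in TGFβ1-treated cells as the paper's values read by eye, against 0.579 and 1.07 here. FAP in Fig. 3C has a fold of about 0.45 in untreated and about 0.67 in TGFβ1-treated cells as the paper's values read by eye, against 0.926 and 1.38 here. COL3A1 in Fig. 3C has a fold of about 0.4 in untreated and about 0.39 in TGFβ1-treated cells as the paper's values read by eye, against 0.74 and 0.634 here. CCN2 in Fig. 6 has a fold of about 0.15 in untreated and about 0.16 in TGFβ1-treated cells as the paper's values read by eye, against 0.263 and 0.478 here. ITGB3 in Fig. 6 has a fold of about 0.53 in TGFβ1-treated cells as the paper's value read by eye, against 0.857 here. COL4A1 in Fig. 7A has a fold of about 0.08 in untreated and about 0.15 in TGFβ1-treated cells as the paper's values read by eye, against 0.185 and 0.402 here. Of the 20 alternatives set before the data were examined, leaving out siCtl_TGFb1 replicate 2 closed the gap for SNAI1 in TGFβ1-treated cells, and leaving out siCtl replicate 2 or siZNF281 replicate 1 closed it for CCN2 in untreated cells. None of the 20 closed any of the other gaps.

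The paper states that the TGFβ1 modulation of Group 2 was abolished in whole or in part after silencing. The TGFβ1 effect in siZNF281 cells was 132.7% of that in siCtl cells at the median for the genes raised by TGFβ1. It was 112.8% for those lowered, and the fits that left out a library gave 125.7% to 142.4% for the genes raised. This ratio is another measure than the level reached with TGFβ1. Between siZNF281 TGFβ1 and siCtl TGFβ1 cells, 58 of the 106 genes raised by TGFβ1 were called lower, with a median log2 fold change of -1.10. Of the 92 genes lowered by TGFβ1, 57 were called higher, with a median of 1.31. The paper places MYH11 among the genes raised by TGFβ1 and lowered by siZNF281. In the main model MYH11 was not called for siZNF281 in untreated cells (log2 fold change -1.44, adjusted p = 0.102). Among the alternatives set before the data were examined, it was called with DESeq2 on the 12 libraries (adjusted p = 0.0459), without a filter on low counts (adjusted p = 0.0193), and without siCtl replicate 1 (adjusted p = 0.0481), in a range of 0.0193 to 0.278. It was also called with the DESeq2 design with an intercept (adjusted p = 0.0488) and with independent filtering at 0.05 (adjusted p = 0.0459), both chosen after seeing the values. The paper describes the TGFβ1 stimulation of αSMA, SNAIL, and FN1 as lost in part or in full after silencing. The TGFβ1 effect in siZNF281 cells was 3.81 for ACTA2, 2.19 for SNAI1, and 2.87 for FN1, against 3.37, 1.89, and 1.99 in siCtl cells. Between siZNF281 TGFβ1 and siCtl TGFβ1 cells, the log2 fold change was -0.97 for ACTA2, -0.83 for SNAI1, and 0.0928 for FN1. The paper lists positive regulation of cell differentiation among the leading terms for TGFβ1 in siCtl cells, and Table S2 as used here does not list this term. The paper states that the genes of Groups 1 and 3 are not mainly involved in cell differentiation and cell migration, and Table S6 lists cell migration with 39 genes, all called in both comparisons here.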

Other observations

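The tests of TTCTCCA and TCTCCAA in the opposite genes, of GCAGTAC, and of GAPDH as the RT-qPCR reference, the count of genes lowered further than ZNF281 after the correction for GC content and length, and the 2 sortings of the permuted assignments were chosen only after the result was seen. The rule that a 7-mer stands apart when its z is 1.5 times that of the next was also set after the z values had been seen, and the allowance of 1 pixel for bars read by eye was added after a first comparison.

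Silencing lowered 812 genes further than ZNF281 itself in untreated cells and 468 in TGFβ1-treated cells. GC content and transcript length were tested as a technical explanation. The log2 fold change of siZNF281 in untreated cells had a Spearman correlation of 0.103 with GC content and -0.162 with length across 14497 genes, and a correction for both left 2505 of 2577 genes in number, a ratio of 0.972. These are all the genes called, in both directions. In the model with the replicate number, 810 genes were lowered further than ZNF281 in untreated cells before the correction and 942 after it, 789 of them in both, and in TGFβ1-treated cells 471 and 472, 452 of them in both. The correction therefore did not remove these genes. Off-target silencing through the siRNA seed was tested with 7-mers in 3′ UTRs. TTCTCCA had a z of -15.8 in untreated and -14.05 in TGFβ1-treated cells, TCTCCAA -13.5 and -13.2, and the next unrelated 7-mer of lowered genes -4.45 and -4.59, inside the limit of 4.67 in size. For TGFβ1 in siCtl cells their z was 0.49 and 0.72. Genes with TTCTCCAA in the 3′ UTR were shifted by -0.55 in untreated cells, those with TTCTCCA or TCTCCAA but not TTCTCCAA by -0.39, those with TCTCCA alone by -0.26, and those with the 7-mers in the coding sequence alone by -0.24. In ZNF281 mRNA TTCTCCAA occurs at position 1656 in the coding sequence. Off-target silencing by an siRNA directed at this position is therefore a candidate explanation for part of the siZNF281 effect. The paper's text does not give the siRNA sequence. Of the 1163 genes with a 3′ UTR lowered in untreated cells, 586 have none of TTCTCCA, TCTCCAA, and GCAGTAC in it. Some of the 586 may have TCTCCA alone or a 7-mer in the coding sequence, so this number does not show how many were lowered without any site. The data hold no second siRNA or rescue with which the part through ZNF281 could be separated.

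The opposite genes raised by TGFβ1 were tested in the same way. Of 94 with a 3′ UTR, 48 had TTCTCCA or TCTCCAA, 51.1% against 32.2% in matched lists of other genes raised by TGFβ1, a percentile of 100 and an excess of 17.7 genes. The 94 are lowered by siZNF281 and the lists are not, so this restates the frequency of the 7-mers among lowered genes and is not particular to the opposite genes. Genes lowered by both had 45.3% against 31.9%, also a percentile of 100. Off-target silencing through the siRNA seed may thus add to the number of genes that TGFβ1 and siZNF281 change in opposite directions, while 46 of the 94 have neither 7-mer in the 3′ UTR. ACTA2, SNAI1, THBS1, TNS1, and MYOZ1 are among the 46.

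The 7-mer GCAGTAC marked genes raised in siZNF281 cells, with a z of 13.2 in untreated and 11.8 in TGFβ1-treated cells, and it is absent from ZNF281 mRNA. If the negative control siRNA lowered genes through this seed in siCtl cells, sites in the coding sequence alone would be expected to act at less than 0.5 times the size of those in the 3′ UTR. The largest ratio was 0.69, outside what was set out. The shifts in untreated cells were 0.33 for GCAGTACA in the 3′ UTR, 0.24 for GCAGTAC there, and 0.17 for GCAGTAC in the coding sequence alone. For TTCTCCA and TCTCCAA, the shift of -0.24 in the coding sequence alone against -0.39 in the 3′ UTR (without TTCTCCAA) is also above 0.5 times, so the ratio does not separate silencing through a seed from other explanations, and that through the negative control siRNA remains open.

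More genes changed in the same direction than in opposite directions under TGFβ1 and siZNF281, 376 against 106 and 92. The siCtl libraries are shared by both comparisons, which by itself makes the effects alike. With different siCtl libraries the mean correlation across genes was 0.0696, against 0.188 with the same one, so sharing accounts for part of the likeness but the correlation stayed positive. When the 4 groups were permuted within each replicate number, 9 of 100 assignments, the real one included, gave as many genes called in both, and 9 gave as many in the same direction, with 0 to 1360 genes in the others. Of the assignments other than the real one, 6 place the siRNA and 1 the TGFβ1 effect in full in both comparisons, and all of these gave as many genes called in both. Of the remaining 92, 1 gave as many. A sorting tried before this one, by whether the siCtl label lay on libraries of a single group, put 2 of the assignments with as many genes among 7 and 6 among 92. The 9 of 100 thus include assignments that differ by a treatment in both comparisons, and do not show how often chance alone would give such a count. As many opposite genes raised by TGFβ1 were given by 1 of 100 assignments, the real one (0 to 24 in the others). As many lowered were given by 1 of 100 (0 to 41), and as many genes shared by the siZNF281 lists by 1 of 100 (0 to 772). Most assignments mix treatments within a group, and 89 of the 92 with neither treatment in full in both comparisons gave 0 genes called in both. These shares therefore do not show how often chance alone would give such counts either.

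Genes of serine synthesis and amino acid transport were lowered in siZNF281 cells. A lower amino acid response, seen as ATF4 target genes as a group, was tested on a list of 28 genes without those whose values had been seen. Their median log2 fold change was -1.39 in untreated and -1.40 in TGFβ1-treated cells, with 26 and 27 of 28 lower, and the higher of the percentiles among matched lists was 0. TGFβ1 raised these genes by a median of 0.44 in siCtl cells. A lower activity of ATF4 in siZNF281 cells is a hypothesis that fits these values, and whether it follows from ZNF281 or from the siRNA was not tested.

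The decreases after siZNF281 in the RT-qPCR figures were larger than in the counts. GAPDH as the RT-qPCR reference was tested as an explanation, since GAPDH was higher in siZNF281 cells. For the 12 comparisons of Fig. 3, the root mean square difference on the log2 scale went from 1.03 with the counts scaled over all genes to 0.207 with the counts relative to GAPDH, a ratio of 0.201 (0.154 to 0.421 with an error of up to 1 pixel in each bar). Of the bars read, 7 were under 10 pixels high, and the 5 comparisons with taller bars had a ratio of 0.157. The rise of GAPDH is thus a candidate explanation for the larger decreases in Fig. 3. For the 12 comparisons of Figs. 6 and 7 the ratio was 0.724 (0.649 to 0.832), 7 of 12 came closer, and the 9 comparisons with taller bars had a ratio of 0.903, so there the reference explains little of the gap.

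FN1 changed by 1.99 with TGFβ1 in siCtl and by 2.87 in siZNF281 cells, and FAP by 2.23 and 2.81. SNAI1 changed by 1.89 and 2.19 with TGFβ1, and by -1.13 and -0.83 with siZNF281 in untreated and TGFβ1-treated cells. COL3A1 changed by -0.39 and -0.62 with TGFβ1, and by -0.44 and -0.66 with siZNF281. The mean of GAPDH was 3673 CPM in siCtl, 3596 in siCtl TGFβ1, 7845 in siZNF281, and 6708 CPM in siZNF281 TGFβ1 cells.

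By the rule for naming genes, the difference between the TGFβ1 effects was 1.84 for TNC, 2.16 for LRRC17, -1.86 for VCAM1, and -2.10 for SECTM1 (adjusted p = 3.52e-06 for each, in 3 of 3 sets of libraries). For TGFβ1 in siZNF281 cells the named genes were TNC (6.10) and UACA (4.05), raised, and ADAMTS1 (-3.83) and VCAM1 (-3.91), lowered.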
